# KAP1 targets actively transcribed genomic loci to exert pleomorphic effects on RNA polymerase II activity

**DOI:** 10.1098/rstb.2019.0334

**Published:** 2020-02-10

**Authors:** Annamaria Kauzlaric, Suk Min Jang, Mehdi Morchikh, Marco Cassano, Evarist Planet, Monsef Benkirane, Didier Trono

**Keywords:** KAP1/TRIM28, epigenetics, histone modification, transcription, RNA polymerase II, mass spectrometry

## Abstract

KAP1 (KRAB-associated protein 1) is best known as a co-repressor responsible for inducing heterochromatin formation, notably at transposable elements. However, it has also been observed to bind the transcription start site of actively expressed genes. To address this paradox, we characterized the protein interactome of KAP1 in the human K562 erythro-leukaemia cell line. We found that the regulator can associate with a wide range of nucleic acid binding proteins, nucleosome remodellers, chromatin modifiers and other transcription modulators. We further determined that KAP1 is recruited at actively transcribed polymerase II promoters, where its depletion resulted in pleomorphic effects, whether expression of these genes was normally constitutive or inducible, consistent with the breadth of possible KAP1 interactors.

This article is part of a discussion meeting issue ‘Crossroads between transposons and gene regulation’.

## 1. Introduction

KAP1/TRIM28 is a master regulator critical to processes such as stem cell self-renewal and DNA-damage response [1–6]. Its best-described function thus far is the binding through sequence-specific targeting Krüppel-associated box domain-containing-zinc finger proteins (KZFPs) to transposable elements (TEs), which leads to the transcriptional silencing of these genetic units [7–12]. At these sites, KAP1 acts as a scaffold protein for the formation of a heterochromatin-inducing machinery comprising HP1 (heterochromatin protein 1), the histone methyl-transferase SETDB1, the nucleosome remodelling and deacetylase (NuRD) complex and the histone demethylase KDM1A [9,13–17]. Yet a growing number of studies additionally describe a diametrically different pattern of genomic recruitment for KAP1, with its accumulation at promoters of actively transcribed genes, independently of KZFPs or any silencing complex [1,13,18–22]. The mediators and associated effectors, as well as functional consequences of KAP1 recruitment at these loci, are still debated. A model was proposed whereby KAP1 directly bound the DNA fibre and acted as an RNA polymerases II (PolII) stalling factor at gene promoters, where upon appropriate stimuli, it underwent phosphorylation of serine 824 (pS824), which resulted in releasing paused PolII, hence allowing or enhancing transcription of the underlying gene [19]. Another study centred on KAP1 recruitment at gene promoters also found it to correlate with paused PolII genome-wide, and while the molecular mechanisms of its recruitment remained unexplored, there was evidence of KAP1-mediated transcriptional control for inducible genes [21]. At promoters of these genes, KAP1, together with the 7SK and small nuclear ribonucleoprotein (snRNP) complex, appeared to function as a dynamic supplier of inactive positive transcription elongation factor b (P-TEFb), facilitating the transition from the initiation to the elongation phase of PolII-mediated transcription. While some of the findings reported in these two studies coincided, functional data strikingly diverged, since in the former KAP1 removal resulted in increased transcription of KAP1-targeted inducible genes, whereas in the latter, these genes were then repressed, while the expression of most of their housekeeping counterparts was unaltered.

Here, we present proteomic and functional data indicating that KAP1 can associate with a wide range of nucleic acid binding proteins, nucleosome remodellers and other transcriptional modulators, that it can associate with promoters recognized by PolII, and that its impact at these genetic loci is diverse, as predicted from the breadth of its protein interactome.

## 2. Results

### (a) The interaction network of KAP1 is enriched in nucleic acid binding proteins

We previously examined the interactome of KAP1 by immunoprecipitating the endogenous protein in whole-cell extracts of human embryonic stem and K562 erythro-leukaemic cells. While this approach revealed KAP1 association with proteins critical for DNA replication, such as PCNA, RPA1 and subunits of the MCM (MiniChromosome Maintenance) complex, it did not lend itself to the purification of sufficient amounts of material to allow cell fractionation. We thus turned to immunoprecipitation (IP) of a doubly tagged form of KAP1 in K562 cells, extracting the chromatin from the nuclear fraction and subjecting the products to mass spectrometry (MS/MS) analysis. This tandem affinity-purification, where the sequential use of two high-affinity antibodies increased specificity, revealed higher amounts of KAP1 in chromatin extracts, indicating that in the nucleus, this protein is mainly associated with DNA (figure 1*a* and electronic supplementary material, figure S1A). Fractionation of precipitated complexes revealed a single elution peak extending over the first seven of 25 fractions of a linear 15 to 35% (v/v) glycerol gradient in both nuclear and chromatin extracts. Although not informative of the number of distinct KAP1-associated complexes, it suggests that these are of similar and relatively small molecular weight (MW), with their migration possibly affected by association with nucleic acids (electronic supplementary material, figure S1B). The very top categories of a gene ontology search based on molecular functions of KAP1 interactors included RNA-binding proteins, in addition to DNA- and chromatin-associated proteins (figure 1*b*). Accordingly, a somewhat diffuse band of apparent MW below 20 kDa, detected on the silver stained gel in the total nuclear but not the nuclease-treated chromatin soluble (CS) fraction, strongly suggested that nucleic acids were co-immunoprecipitated with KAP1 (figure 1*a*). Known partners of KAP1, such as components of the NuRD complex and HP1 proteins, associated with overexpressed KAP1 in K562 cells (figure 1*c*). These findings were in agreement with previous MS/MS studies performed by our group with the endogenous protein in human embryonic stem cells (hESC), where we found significant enrichment of the same cofactors [23] (electronic supplementary material, figure S1C,E). In addition, proteins part of the DNA replication and DNA repair machineries, such as components of the MCM protein complex, RuvB-like proteins 1 and 2 (RUVBL1, RUVBL2) and DNA-damage binding protein 1, were co-immunoprecipitated with KAP1 in both experimental settings [23] (electronic supplementary material, figure S1D,E and table S1). Finally, we also detected in these complexes a range of nucleosome remodellers, such as components of SWItch/Sucrose Non-Fermentable (SWI/SNF), and of RNA-binding proteins, namely members of the DEAD-box RNA helicases protein families (electronic supplementary material, figure S1D,E). In particular, both components of the remodelling and spacing factor (RSF), RSF1 and SMARCA5, a complex facilitating activator-dependent PolII transcription initiation [24], were co-purified with KAP1. Moreover, in our experimental settings, we detected a strong enrichment of DDX21, a helicase that functions as PolII transcription elongation factor, by facilitating the release of the P-TEFb from the 7SK snRNP complex [25], as well as genome stability guardian [26]. The breadth and functional diversity of the KAP1 interactome strongly suggests that this master regulator fulfils multifaceted functions (figure 1*c*).

**Figure 1.**
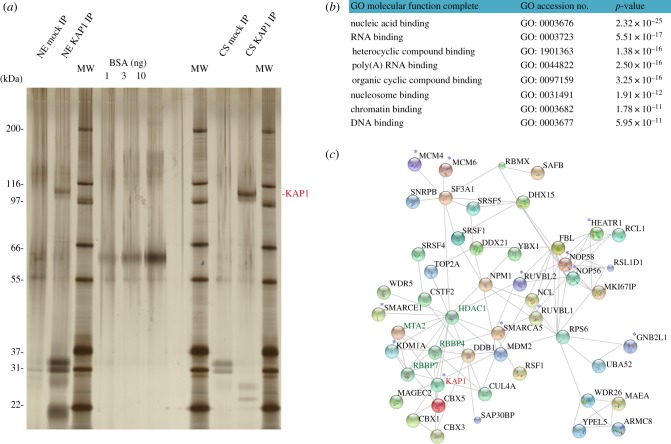
(*a*) Silver-stained SDS-PAGE gel of KAP1 interactome obtained by pull-down of the tagged version of the protein in K562 cells. Lanes are loaded with, from left to right: nuclear extracts (NE) of control (mock) IP, namely the corresponding extracts purified from the control cell line not expressing the tagged version of KAP1, and KAP1 IP; molecular weight (MW) ladder; 1, 3, 10 ng of bovine serum albumin (BSA); MW ladder; chromatin-soluble (CS) mock- and KAP1 IP; MW ladder. (*b*) Gene ontology (GO) analysis of KAP1 interactome, merging the interacting proteins purified from both nuclear and chromatin fractions isolated from K562 cells expressing the tagged version of KAP1. (*c*) Vector representation of KAP1 interactors obtained by pull-down of the tagged version of the protein in K562 cells. Proteins with a total peptide-coverage of 5% or higher, either in the chromatin or in the nuclear fraction, were selected. Lines linking the proteins highlight experimentally determined interactions (http://string-db.org). Disconnected nodes were excluded. Bold labels were used for KAP1 interactors experimentally validated through independent studies (https://thebiogrid.org/). Green labels were used for units of the nucleosome remodelling and deacetylase (NuRD) complex. KAP1 interactors previously detected in unfractionated human embryonic stem cells and K562 cells (threshold *p-*value < 0.01) [23] are indicated with blue asterisks.

### (b) Extensive recruitment of KAP1 to PolII promoters

In the light of our MS/MS results and recent findings supporting a putatively direct role of KAP1 in PolII-mediated gene transcription, we sought to explore further correlations between KAP1 genomic recruitment and active transcription. For this, we chose the Hepa 1-6 murine hepatoma cell line, because we had previously documented in these cells an extensive overlap between KAP1 binding and histone marks associated with active gene expression [27]. Of note, we found the general features of KAP1 genomic recruitment to be otherwise similar in these cells to those documented in other settings, whether embryonic or differentiated cells from either human or murine origin [8,10,18,28,29]. Analysis of chromatin IP coupled with deep sequencing (ChIP-Seq) data in Hepa 1-6 cells confirmed a significant overlap of sites targeted by KAP1 with regions enriched in the H3K27ac and H3K4me1 active histone marks, and further revealed its co-localization with PolII at many sites (figure 2*a*). A closer examination indicated that this subset of KAP1-recruiting loci was devoid of the H3K9me3 repressive mark, which otherwise displayed a strong genome-wide correlation with KAP1 peaks at *bona fide* targets of the KAP1–SETDB1 complex, such as TE-derived sequences and the 3′-end of KZFP genes as previously noted in other systems (figure 2*a* and electronic supplementary material, figure S2A,B) [30]. We examined the distribution of KAP1 binding sites over selected gene features and observed a remarkable enrichment at promoters (approximately 25%), in agreement with the strong correlation with PolII-enriched regions (figure 2*b*) and consistent with data previously obtained in other cells [8,18,28,29]. We further observed that KAP1 was preferentially binding the promoters of highly transcribed genes, which in turn were characterized by a high PolII pausing index (PI), defined as the ratio between PolII at the transcription start site (TSS) region and over the gene body, in agreement to previously established methods [31] (figure 2*c*).

**Figure 2.**
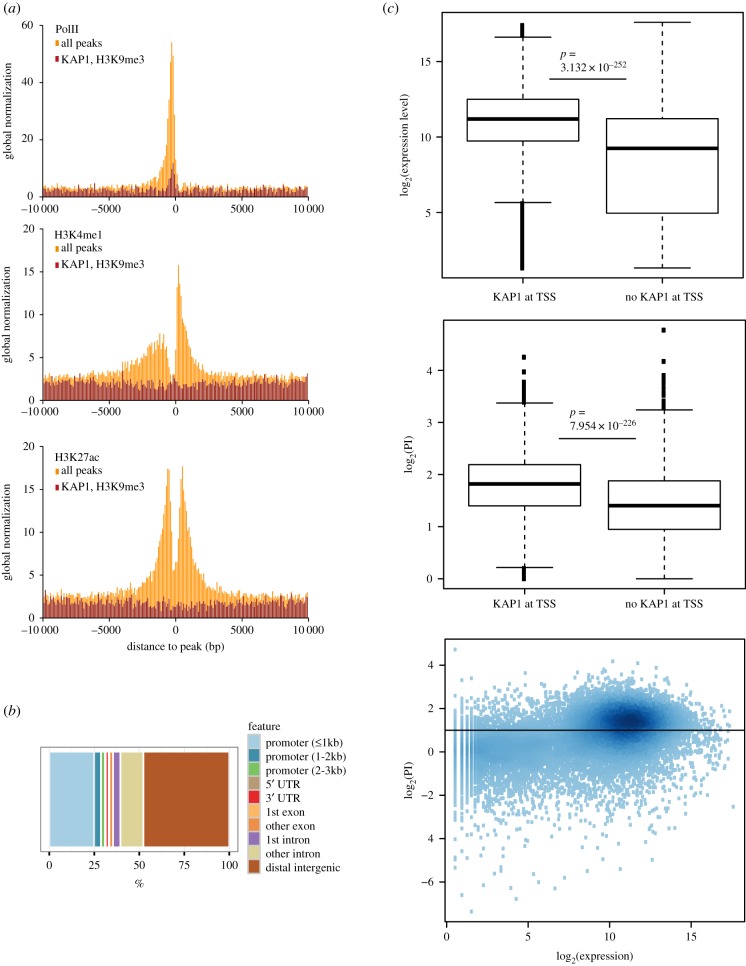
(*a*) Positional correlation between KAP1 binding sites or KAP1 binding sites that overlap H3K9me3-enriched loci and peaks of (top) PolII, (centre) H3K4me1 and (bottom) H3K27ac. A symmetric window of 10 kilobase-pairs (kbp) was considered, and the correlation was normalized by the size of each dataset. (*b*) Annotation of KAP1 peaks over selected genomic features. (*c*) (Top) Boxplot comparison of expression levels and (middle) pausing index (PI) of genes whose promoter region is either bound or not bound by KAP1. (Bottom) Correlation analysis of PI and expression level for detectable genes, with colour shades reflecting different data-point densities (darker colours corresponding to higher densities).

### (c) Pleomorphic influences of KAP1 on PolII distribution and transcription

We then characterized the functional consequences of KAP1 recruitment at these promoters by comparing the transcriptional profiles of control and of *Kap1* knockdown (KD) Hepa 1-6 cells (electronic supplementary material, figure S3A,B). 

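Polyadenylated RNA of Hepa 1-6 cells, a mouse hepatoma line, was sequenced from 2 control and 2 Kap1 KD samples. The methods state that cells were transduced with a pLKO lentiviral vector encoding an shRNA against Kap1, or with the empty vector as control, and were selected 48 h later with 2 µg/ml puromycin for 72 h. The sample labels speak of transfection with a plasmid in one field and of transduction 5 days before collection in another. The authors aligned the reads to the mm9 mouse genome with TopHat, which was set to report 1 alignment per read, and deposited the counts per gene from HTSeq-count, without normalization. The total was 53605115 counts in control replicate 1, 49915004 in control replicate 2, 41566888 in Kap1 KD replicate 1 and 49578846 in Kap1 KD replicate 2. The table listed 21915 Ensembl genes, of which 14142 passed edgeR's filter on low counts and were tested after TMM normalization. Genes were called at the thresholds of the supplemental procedures, a 1.5-fold change and an adjusted p-value under 0.05.

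In each group, 1 sample is labelled with the number 2 and the other has no number and was taken as replicate 1, so the pairing is partly inferred. Across the tested genes, same-numbered samples deviated together from their group means, with a correlation of 0.81 (across genes, which are not independent replicates). A first principal component that separated the replicate numbers held 75.8% of the variance, and a second one that separated Kap1 KD from control held 17.7%. The fit without the replicate number was set as the main one before the data were examined, because the paper's text names no such term. Test results with the replicate number as a block are given beside it.

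Trim28, the gene of KAP1 (ENSMUSG00000005566), lies on chromosome 7 of mm9 from 13609501 to 13616384, on the plus strand. It had 515 ± 83.8 TMM-normalized CPM (SD, n = 2) in control cells and 92.4 ± 19.1 (SD, n = 2) in Kap1 KD cells. The log2 fold change was -2.48 (standard error 0.25), with an adjusted p of 0.9999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although it had the lowest unadjusted p of all tested genes. With the replicate block, the log2 fold change was -2.48 (standard error 0.06) and Trim28 passed both thresholds. Both Kap1 KD samples lay below both control samples, for which an exact two-sided permutation test of 2 against 2 samples cannot give a p below 0.333. Leaving out each sample in turn gave log2 changes from -2.70 to -2.26, with no test because one group then holds 1 sample.

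**Figure D1:**
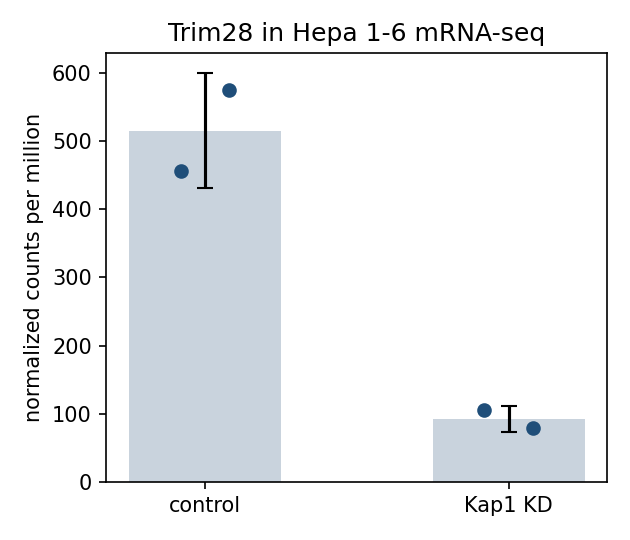
TMM-normalized CPM of Trim28 in control and Kap1 KD Hepa 1-6 cells. Bars are the means of 2 samples, error bars the SD and points the samples, which lie at 456 and 575 in control and at 106 and 78.9 in Kap1 KD cells.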

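Without the replicate block, edgeR's quasi-likelihood test called 0 genes higher and 0 genes lower in Kap1 KD than in control Hepa 1-6 cells, and 185 of the 14142 tested genes (1.31%) had an unadjusted p under 0.05. With the replicate number as a block, where same-numbered samples correlated at 0.81, it called 292 genes higher and 339 lower. The paired fit leaves 1 residual degree of freedom, and its prior degrees of freedom were estimated as infinite, so that genes share one trend of the quasi-likelihood dispersion. In counts simulated from these samples' means with 200 genes changed, the paired fit recovered 200 of them with 1 false call, while the fit without the block recovered 0. That simulation built in the pairing and took its noise from the paired fit. Its changed genes were well counted, moved alike in both pairs and changed by more than 1.5-fold. It therefore does not give the error rate of the real calls. DESeq2, the test the paper used, called 2 genes higher and 1 lower without the block. With the block, an alternative added after the data were seen, DESeq2 called 107 higher and 124 lower, and 227 of these 231 genes were also called by edgeR's paired fit. In that fit, 3748 genes differed between replicates 1 and 2 at the same thresholds.

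Of the 292 genes called higher with the block, 262 rose in both pairs of same-numbered samples and 30 did not, and of the 339 called lower, 338 fell in both pairs. In 193 of the genes called higher and 224 of those called lower, both Kap1 KD samples also lay beyond both control samples. Of all 292 called higher, 236 were protein-coding, against 315 of the 339 called lower. Among the 292, 30 were rRNA, snRNA, snoRNA, other short RNA or histone genes, and 6 were miRNA genes. Whether these 30 are the ones that did not rise in both pairs was not tested, and histone genes may also count as protein-coding. Among the 193, the increases were largest for Atp2b2, 9130204K15Rik, AC157822.1, AC099934.1 and Gm13346. DESeq2 with the block called none of them. It gave an adjusted p of 0.214 for AC157822.1 and 0.403 for AC099934.1, and no adjusted p for the others. Without the block, DESeq2 gave Atp2b2 and 9130204K15Rik an adjusted p of 0.0069 each. Atp2b2 was at least 22.8-fold higher and 9130204K15Rik at least 20.2-fold higher. These are lower bounds, since neither had more than 3 counts in a control sample. In Kap1 KD replicates 1 and 2, Atp2b2 had 30 and 89 counts and 9130204K15Rik 50 and 53. The Atp2b2 bound, taken from the mean, therefore leans on replicate 2. AC157822.1 and AC099934.1, a pair of short non-coding RNA genes on chromosome 12 whose reads the counting may split, rose by 0.79 and 0.13 on the log2 scale in the replicate 1 pair and by 4.26 and 4.57 in the replicate 2 pair. Among the largest decreases of the 224 were those of Cntnap4, with a paired log2 fold change of -2.59 (standard error 0.62, adjusted p = 4.3e-04 from edgeR with the block), of Trim28, and of ENSMUSG00000092474 and Eya2, at -2.28 and -2.05. Apart from Trim28, these rest on few counts. Cntnap4 had 17 and 19 counts in control and 1 and 4 in Kap1 KD samples. For ENSMUSG00000092474 these were 48 and 34 against 9 and 5, and for Eya2 22 and 18 against 4 and 4. DESeq2 with the block gave an adjusted p for Trim28 (1.1e-08) but none for Cntnap4, ENSMUSG00000092474 or Eya2. The paper states that the perturbation of expression by KAP1 depletion was limited, from its own counts of down- and upregulated genes.

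**Figure D2:**
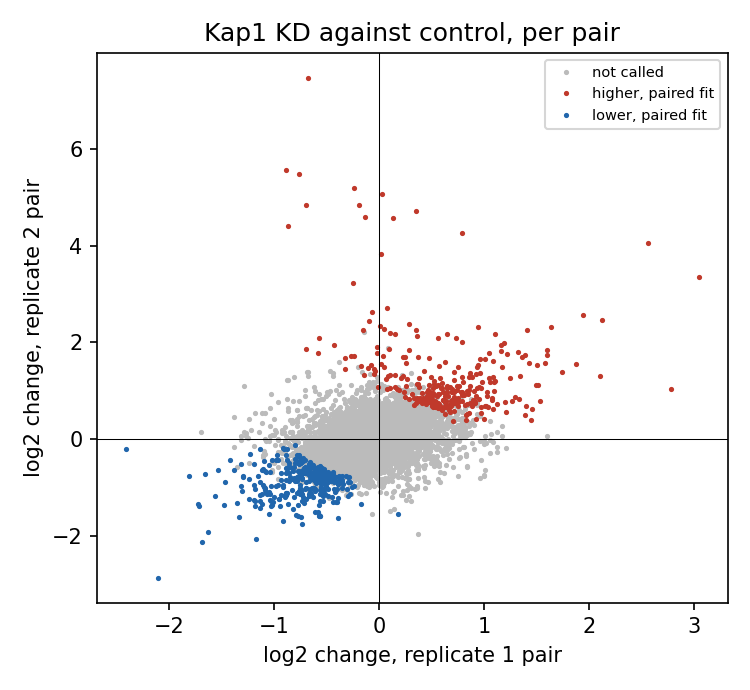
Log2 change of each tested gene in Kap1 KD against control Hepa 1-6 cells, in the replicate 1 pair (x axis) and the replicate 2 pair (y axis). Red points are the 292 genes called higher and blue points the 339 called lower with the replicate block; a column of red points near 0 on the x axis rose in the replicate 2 pair only.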

Overall, KAP1 depletion led to limited perturbations of gene expression, with a totals of only 145 downregulated and 134 upregulated PolII genes (figure 3*a*, left). However, we could not correlate either of these changes with specific alterations of PolII pausing index (figure 3*a*, right), determined in both basal and KD conditions. Furthermore, KAP1 binding in the proximity of a TSS was not predictive of the transcriptional deregulation of the corresponding gene in KAP1-depleted cells (figure 3*b*, left). Similarly, the PI of KAP1-targeted promoters did not globally change upon KAP1 removal (figure 3*b*, right and electronic supplementary material, figure S3C). However, when groups of genes with an elevated (≥4) PI at baseline were analysed separately, a significant difference was detected (figure 3*c*, left). This category of genes thus followed a previously reported pattern [32]. Nonetheless, when we separated genes within this group based on whether or not KAP1 was recruited over their promoter region, we observed no deviation from the initial trend (figure 3*c*, right), indicating that for the largest fraction of these genes, PI changes were independent of KAP1 proximal binding.

**Figure 3.**
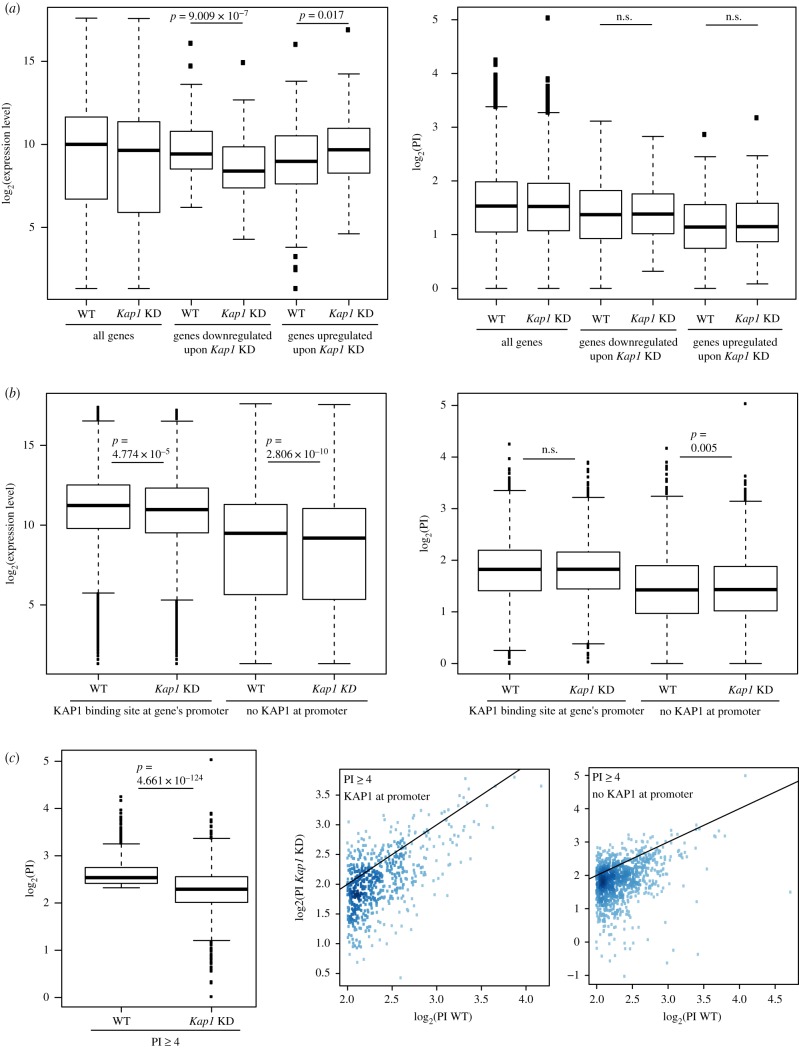
(*a*) Boxplot comparison of (left) expression levels and (right) pausing index (PI) in wild-type (WT) and Kap1 knockdown (KD) cells of the ensemble of detected genes, as compared with genes significantly downregulated or upregulated upon Kap1 KD (‘down’ and ‘up’, respectively). (*b*) Boxplot comparison of (left) expression levels and (right) PI of selected genes in WT and Kap1 KD cells. Detectable genes were separated based on the presence or absence of KAP1 peaks over their promoter regions, as determined by ChIP-Seq in WT settings. The promoter region of a gene was defined by taking its annotated 5′ end position and extending it by 250 nucleotides (nt) in either direction. (*c*) (Left) Boxplot comparing PI in WT and in their Kap1 KD counterpart cells of genes having a PI greater than or equal to 4, as measured in the WT condition (*N* = 1538). (Middle and right) Correlation between PIs measured in WT and Kap1 KD cells for the same group of genes, plotting separately genes bound by KAP1 in their promoter region and genes without a KAP1 peak in that same extremity in WT cells (*N* = 567 and *N* = 971, respectively). The density of data-points in the plot is proportional to the shade of colour (higher density corresponding to darker colours). For all plots, the Mann–Whitney–Wilcoxon test was used to assess the significance.

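Expression levels were taken as log2 of the TMM-normalized counts averaged over the 2 samples of each group, plus 1. Over the 14142 tested genes, the median level was 9.94 (quartiles 7.23 and 11.5) in control and 9.90 (quartiles 7.18 and 11.5) in Kap1 KD cells, a difference of -0.04 ± 0.03 (SD between the 2 pairs of same-numbered samples). Over the 339 genes called lower with the replicate block, the median was 7.44 in control and 6.62 in Kap1 KD cells, and the difference was -0.62 in the replicate 1 pair and -0.93 in the replicate 2 pair. Over the 292 genes called higher with the block, it was 6.14 in control and 7.34 in Kap1 KD cells, with a difference of 0.69 in the replicate 1 pair and 1.41 in the replicate 2 pair. The 2 groups of called genes were selected by their change in the same samples, so their shifts are not a separate test. Without normalization, the difference over all tested genes was -0.29. PolII pausing indices are not analysed here.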

### (d) Induction of early response genes is variably affected by KAP1

KAP1 was reported to target the promoter and regulate the transcription of inducible genes, including heat shock protein (HSP) genes in the human embryonic kidney cell line HEK293T [19]. We confirmed a marked association of KAP1 with the promoters of *Hspa1a* and *Hspa1b* genes in Hepa 1-6 cells as well as in a distinct cellular system, namely mouse embryonic fibroblasts (MEFs) (figure 4*a*). Remarkably, these genes were strongly enriched in H3K9me3 and completely devoid of the active histone marks H3K27ac and H3K4me1 (figure 4*a* and electronic supplementary material, figure S4A). H3K9me3 at these loci seemed to be KAP1-dependent, as the body of *Hsp* genes lost H3K9me3 in *Kap1* knockout (KO) MEFs (figure 4*a*). We could not confidently assess alterations of the basal expression of *Hspa1a* and *Hspa1b* upon *Kap1* KD, since their transcripts remained at the very limit of detection. Nevertheless, upon heat shock, we could measure a significantly higher increase in their induction in KAP1-depleted cells (figure 4*b* and electronic supplementary material, figure S4B). 

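Hspa1b and Hspa1a lie on the minus strand of chromosome 17 of mm9, from 35093381 to 35096183 and from 35106144 to 35109069. They are near-identical copies, and reporting 1 alignment per read can place a shared read at either, so the counts of each are uncertain. Hspa1a had 2 and 4 counts in the control samples and 1 and 5 in the Kap1 KD samples. Hspa1b had 7 and 4 counts in control and 4 and 11 in Kap1 KD samples. Neither gene passed the filter on low counts. In edgeR's quasi-likelihood test without that filter, the log2 fold change was 0.21 (standard error 1.11, adjusted p = 0.9999) for Hspa1a and 0.68 (standard error 0.77, adjusted p = 0.9999) for Hspa1b. With the replicate block, for which same-numbered samples correlated at 0.81 across genes, the adjusted p was 0.971 for Hspa1a and 0.763 for Hspa1b in the same test. No difference was detectable at this depth, and for both genes the log2 change was below 0 in the replicate 1 pair and above 0 in the replicate 2 pair.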

Immunofluorescence studies further revealed that S824-phosphorylated KAP1 accumulated in the cell nucleus upon heat shock (electronic supplementary material, figure S4C), as previously reported [19]. Another set of inducible genes, including early growth response, immediate early response protein genes and the transcription factor *JunB*, were not deregulated in our datasets upon KAP1 removal at basal level, although several of them displayed mild shifts in PolII distribution (figure 4*c* and electronic supplementary material, figure S4D).

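In the mRNA-Seq counts at basal level, none of the 4 inducible genes that were tested passed the threshold on the adjusted p without the replicate block. Egr2, on chromosome 10, had 0.452 ± 0.097 normalized CPM in control and 0.687 ± 0.125 in Kap1 KD cells (SD, n = 2 each), from 19 to 33 counts per sample. Its log2 fold change was 0.60 (standard error 0.40). Junb, on chromosome 8 from 87500811 to 87502617, had 153 ± 33.3 in control and 222 ± 111 in Kap1 KD cells (SD, n = 2 each), with a log2 fold change of 0.54 (standard error 0.40). Ier2 and Ier5 changed by 0.32 (standard error 0.24) and 0.24 (standard error 0.19) on the log2 scale. The housekeeping genes Actg1 and Tbp changed by 0.12 (standard error 0.28) and -0.07 (standard error 0.19). In edgeR's quasi-likelihood test all 6 genes had an adjusted p of 0.9999 over all tested genes, and the lowest adjusted over this list alone was 0.416. Egr3 is not analysed here.

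With the replicate block (correlation of same-numbered samples 0.81), edgeR's log2 fold change was 0.46 for Junb (adjusted p = 2.0e-11), 0.31 for Ier2 (adjusted p = 0.00143) and 0.23 for Ier5 (adjusted p = 0.0247), all below the 1.5-fold threshold. Egr2 changed by 0.60 with an adjusted p of 0.202 in the same paired test. The housekeeping genes Actg1 and Tbp changed by 0.12 (adjusted p = 0.124) and -0.07 (adjusted p = 0.562) in that test. DESeq2 with the block gave an adjusted p of 0.392 for Junb, 0.0393 for Ier2 and 0.138 for Ier5. The Junb increase was 0.15 in the replicate 1 pair and 0.77 in the replicate 2 pair. The paper states that the inducible genes were not deregulated at basal level.

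**Figure D3:**
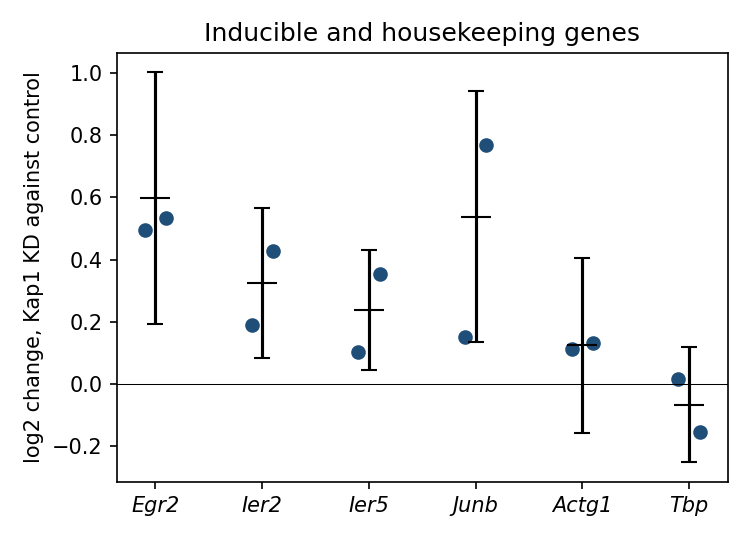
Log2 change in Kap1 KD against control Hepa 1-6 cells for inducible and housekeeping genes. Points are the pairs of same-numbered samples (replicate 1 left, replicate 2 right), horizontal marks the log2 fold change of edgeR without the block and error bars its standard error; the Junb pairs lie at 0.15 and 0.77.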

**Figure 4.**
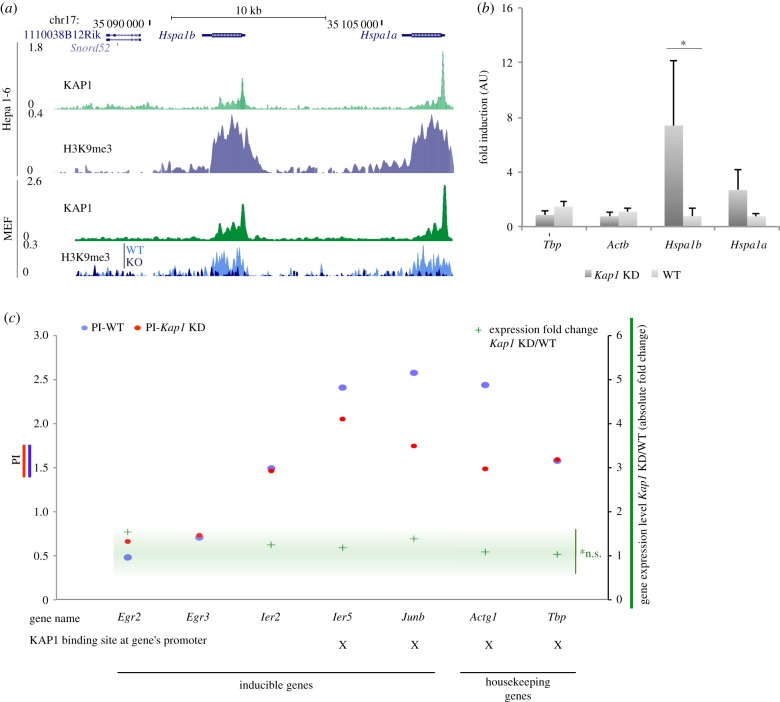
(*a*) Schematic view of the *Hspa1b* and *Hspa1a* loci, displaying, in order from the top: the track of annotated genes, KAP1 and H3K9me3 ChIP-Seq profiles in Hepa 1-6 cells, KAP1 and H3K9me3 ChIP-Seq profiles in MEFs. For the latter, the track of H3K9me3 in Kap1 KO cells was superimposed on to the one in WT cells. (*b*) RT-qPCR analysis of *Tbp, actin β, Hspa1b* and *Hspa1a* gene transcripts in Hepa 1-6 cells WT and Kap1 KD (transduced with an empty and a Kap1-targeting sh-vector, respectively) after heat shock treatment. Expression levels were normalized to actin γ and ratios between the cell line derivatives and their untransduced counterpart are shown. *p-value < 0.05. (*c*) (Left *y*-axis) PI in WT and Kap1 KD Hepa 1-6 cells (in blue and red, respectively) measured for the inducible genes *Egr2, Egr3, Ier2, Ier5* and *Junb*, and the housekeeping genes *Actg1* and *Tbp*. (Right *y*-axis) Absolute value of expression level fold change in Kap1 KD over WT Hepa 1-6 cells measured by mRNA-Seq for the same set of genes. For each gene, we further reported whether its promoter region was bound by KAP1 in WT cells, as determined by ChIP-Seq. n.s., non-significant. For detailed mRNA-Seq analysis methods refer to the electronic supplementary material.

## 3. Discussion

The body of KAP1 interactors reflects its recruitment predominantly to the chromatin fraction of the nucleus. In addition to its known partners in heterochromatin formation and transcriptional silencing, such as HP1 proteins and components of the NURD complex, our analysis of the KAP1 interactome in K562 leukaemic cells identified several factors involved in modulating the structure of euchromatin and the activity of RNA polymerases [24,25,33–37]. This fits with the detection by several studies including ours of KAP1 at the promoters of numerous PolII-transcribed genes.

KAP1 depletion induced pleomorphic effects on the activity of its PolII promoter targets, and our data at least partly invalidated several recently advanced models [19,21]. *Kap1* KD induced a general decrease in PI at genes characterized by a high PI at basal conditions, the vast majority of which was, however, not bound by KAP1 over the promoter region. Moreover, the detected changes in PI were globally of small magnitude and mostly uncoupled from differences in transcriptional levels. In the case of HSP genes, we noted that their epigenetic signature, characterized by strong enrichment in H3K9me3 and lack of active histone modifications, was diametrically different from the one found at other KAP1-bound promoters. Additionally, the high PI of these genes reflected the stalling and inactivity of PolII subunits at their promoters, while the bulk of KAP1-targeted promoters were characterized by high transcriptional activity in addition to high PIs. The expression level of a second group of KAP1-bound inducible genes, comprising transcriptionally active genes that were devoid of the repressive mark H3K9me3, was not shifted by the removal of KAP1 at baseline. Previous investigations illustrating the functional versatility of the regulator, both in its canonical KZFP-mediated TE targeting configuration [38] and in combination with a panel of transcription factors [28,39,40], focused on experimental systems where KAP1 acted either at discrete differentiation stages of selected tissues or in specific signalling pathways. Taken together, these findings indicate that inducible genes represent neither a homogeneous system nor a directly relevant model for studying the roles played by KAP1 at promoters of housekeeping and stably expressed genes, where the regulator must exert influences not detectable in our tissue culture system, or manifested only under exceptional circumstances, as suggested by the viability of mice devoid of KAP1 in the liver or in part of the brain [41,42].

## 4. Experimental procedures

### (a) Cell culture and mouse work

MEFs wild-type (WT) and KO for *Kap1* were cultured and generated as previously described [43] (strain C57BL/6 J). Murine hepatoma Hepa 1-6 and K562 cells were cultured using standard methods.

### (b) Plasmids and lentiviral vectors

For KAP1 KD experiments, pLKO vector encoding shKAP1 and the empty vector as control were used. Forty-eight hours after transduction, infected cells were selected with 2 µg ml^−1^ puromycin in growth medium for an additional 72 h. Lentiviral vector production protocols are available at http://tronolab.epfl.ch and backbones at Addgene (http://www.addgene.org). For the expression of FLAG-HA-KAP1, the human KAP1 partially codon-optimized sequence was cloned in the retroviral pOZ-N vector [44].

### (c) Heat shock

Heat shock was performed by placing the culture dish over a 45°C water bath for 5 min, prior to RNA extraction.

### (d) Immunofluorescence

Cells were fixed in methanol for 5 min at −20°C and labelled with anti-phospho-S824 KAP1 (ab70369) or anti-KAP1 (MAB3662) followed by Alexa488- or Alexa565-conjugated anti-mouse antibody. Nuclei were stained with DAPI (4′,6-diamidino-2-phenylindole). Images were acquired using a 63× lens on a Zeiss Axiovert 200 M microscope.

### (e) RNA purification, RT-PCR (reverse transcriptase PCR) and RNA-Seq

Total RNA was extracted and DNase-I treated using a spin column-based RNA purification kit (Macherey-Nagel). Complementary DNA (cDNA) was prepared with SuperScript II reverse transcriptase (Invitrogen). The sequences of primers used for SYBR green quantitative PCR (qPCR) (Applied Biosystems) are provided in electronic supplementary material, experimental procedures. For the sequencing of mRNA (poly(A)+), 100 bp single-end RNA-Seq libraries were prepared using the Illumina TruSeq mRNA reagents (Illumina). Cluster generation was performed with the resulting libraries using the Illumina TruSeq SR Cluster Kit v4 reagents. Sequencing was performed in 100 bp reads run on an Illumina HiSeq 2500. Further information about the mapping and analysis procedures is provided in electronic supplementary material, experimental procedures.

### (f) ChIP-qPCR and ChIP-Seq

ChIP and library preparation were done according to [9], with modifications as described in electronic supplementary material, experimental procedures. Sequencing was performed in 100 bp reads run on an Illumina HiSeq 2500. Primer sequences used for ChIP-qPCR are provided in electronic supplementary material, experimental procedures.

### (g) LC-MS/MS (liquid chromatography–tandem mass spectrometry) of FLAG-HA-tagged KAP1

KAP1 was purified from Dignam nuclear and chromatin extracts [45] derived from K562 cells stably expressing FLAG-HA-tagged KAP1 (eKAP1), as well as from K562 cells not expressing the construct by two-step affinity chromatography [44]. Briefly, eKAP1 K562 and K562 control cells were harvested by centrifugation, washed in ice-cold full-strength PBS and resuspended in three packed cell pellet volumes of ice-cold hypotonic buffer (HB: 20 mM Tris-HCl pH 7.4, 10 mM NaCl and 1.5 mM MgCl_2_) and incubated on ice for 10 min. Cell suspensions were transferred to an ice-cooled Dounce homogenizer fitted with a B pestle, lysed with 10–15 strokes and centrifuges at 3000*g* at 4°C for 15 min to pellet nuclei. Nuclei were resuspended in one packed nuclear pellet volume of ice-cold low salt buffer (20 mM Tris-HCl pH 7.4, 0.02 M NaCl, 20% (v/v) glycerol, 0.2 mM EDTA, 1.5 mM MgCl_2_, 0.5 mM phenylmethylsulfonyl fluoride (PMSF) and 1 mM dithiothreitol (DTT)). One packed nuclear pellet volume of a high salt buffer (20 mM Tris-HCl pH 7.4, 1.2 M NaCl, 20% (v/v) glycerol, 0.2 mM EDTA, 1.5 mM MgCl_2_, 0.5 mM PMSF and 1 mM DTT) was added dropwise to the suspension. After stirring on a rotary wheel at 4 °C for 30 min to allow extraction, the suspension was centrifuged at 25 000*g* for 30 min at 4°C; the supernatant corresponded to the nuclear extract (NE). The chromatin-enriched pellet was resuspended in one packed volume of low salt buffer and one packed volume of high salt buffer, and DNA and RNA in the suspension were digested with 0.15 unit µl^−1^ benzonase (Sigma). The extraction continued on a rotary wheel at 37 °C for 15 min. The suspension was cleared by centrifugation at 25 000*g* for 30 min, and the supernatant containing the solubilized native chromatin proteins was collected. Nuclear and chromatin-soluble extracts (NE and CS, respectively) were incubated with anti-FLAG-conjugated agarose beads (A2220, Sigma) and the bound polypeptides were eluted with the FLAG peptide (Sigma) under native conditions. The affinity-purified material was then incubated with anti-HA-conjugated agarose beads (HA-agarose beads, sc-7392 AC, Santa Cruz) and eluted using HA peptide (Roche) under native conditions. Five per cent of FLAG-HA immunoaffinity-purified eKAP1 or mock immunoprecipitations from 4 l of culture was resolved on SDS-PAGE (NuPage gel, 4–12% gradient, Novex, Life Technologies) and stained with the Silverquest kit (Invitrogen). The remainder of the eluate was precipitated using the ProteoExtract Protein precipitation kit (Calbiochem) and analysed by tandem MS at the Harvard Medical School Taplin Biological Mass Spectrometry facility, Boston, MA, USA. The list of proteins with the relevant MS/MS data is provided in electronic supplementary material, table S1.

### (h) Glycerol gradient sedimentation analysis

For density gradient sedimentation, 100 μl for NE and 150 µl for CS of FLAG-purified material was loaded on a 5 ml 15–35% (v/v) glycerol gradient in buffer G (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 0.1% (v/v) Tween 20, 10 mM beta-mercaptoethanol, 0.5 mM PMSF) and centrifuged at 4°C, for 7 h at 40 000 r.p.m. in an SW 55 Ti rotor (Beckman Coulter). Fractions of 200 μl were collected from the top of the gradient, and numbered in linear, increasing order (1–25).

### (i) Bioinformatics analyses and statistics

R v. 3.1.2 (http://www.R-project.org) or GraphPad Prism v. 6.0 and 7.0 (http://www.graphpad.com) was used for statistical analyses and graphical representations of the data. H1 hESC MS/MS results [23] were visualized and handled through Scaffold (http://www.proteomesoftware.com/products/scaffold/), using the ‘quantitative value’ option, selecting hits with a *p*-value < 0.01 and a cut-off of 10 in all replicates. Proteins were further selected by the code GO0005634 for nuclear proteins. The list of proteins with the relative quantitative MS/MS data is provided in electronic supplementary material, table S1.

### (j) Western-blot antibodies

Antibodies used in these studies include: mouse anti-TRIM28 (MAB3662, Millipore), mouse anti-PCNA (NA03, Calbiochem), mouse anti-HP1Y (05-690, Millipore).

## Supplementary Material

Supplementary materials and methods, and captions for Supplementary Figures and Table

## Supplementary Material

Supplementary Table

## Supplementary Material

Supplementary Figure 1

## Supplementary Material

Supplementary Figure 2

## Supplementary Material

Supplementary Figure 3

## Supplementary Material

Supplementary Figure 4

## Supplementary Material

Supplementary Figure Legends

# Supplementary material for: KAP1 targets actively transcribed genomic loci to exert pleomorphic effects on RNA polymerase II activity
**Source:** Philos Trans R Soc Lond B Biol Sci. 2020 Feb 10;375(1795):20190334. doi: 10.1098/rstb.2019.0334
**Supplement:** Supplementary materials and methods, and captions for Supplementary Figures and Table

## Supplemental Procedures

**ChIP-PCR and ChIP-seq.** Cells were washed with PBS, fixed for 10 minutes at 1% formaldehyde, and quenched with glycine (at 125 mM final) for 5 minutes at room temperature. Cells were washed three times with ice-cold PBS, and harvested. The pellet was lysed, resuspended in 1 mL of sonication buffer (10 mM Tris at pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% NaDOC, 0.5% NLS, and protease inhibitors), transferred to TC 12x12 tubes (Covaris), and sonicated (Covaris settings: 30 minutes, 5% duty cycle, 140W, 200 cycles). Chromatin was de-crosslinked (RNAse A at 1µg/µL, 65°C overnight), purified and quantified by Nanodrop. Fragment size was assessed on a Bioanalyzer High Sensitivity chip (Agilent 2100). Immunoprecipitations were performed with 40 ug of chromatin (for KAP1), or 20 ug of chromatin (for histone modifications), with antibody-coupled magnetic beads (Dynabeads, ThermoFisher) in IP buffer (10 mM Tris at pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 2% Triton X-100, and protease inhibitors) overnight. Chromatin was de-crosslinked (Proteinase K at 400ng/µL, 65°C overnight) and DNA purified for analysis. Antibodies used were KAP1 (Trono laboratory, rabbit polyclonal S23470), PolII CTD4H8 (Millipore, 05-623), H3K9me3 (Diagenode, C15410056), H3K4me1 (Diagenode, pAb-037-050), H3K27ac (Abcam, ab4729). ChIP samples were used for qPCR analysis by SYBER Green (Applied Biosystems) or for library preparation. Libraries of ChIP-ed DNA and the corresponding total input were performed with single-end adaptors according to (1). Sequencing runs were of 100 base-pairs (bp) reads on Illumina HiSeq 2500 (Illumina).

## Primers sequences.

| Primer         | Sequence                                               | Purpose |
|----------------|--------------------------------------------------------|---------|
| Actin $\gamma$ | F:TGGATCAGCAAGCAGGAGTATG<br>R: CCTGCTCAGTCCATCTAGAAGCA | RT-qPCR |

|                |                                                              |         |
|----------------|--------------------------------------------------------------|---------|
| TBP            | F: TTGACCTAAAGACCATTGCACTTC<br>R: TTCTCATGATGACTGCAGCAAA     | RT-qPCR |
| HSPA1 $\alpha$ | F: TTTGTGTTTGGACTCTCCCC<br>R: GCAAGGAGAAGCAGCAGAGT           | RT-qPCR |
| HSPA1 $\beta$  | F: TTGACCTAAAGACCATTGCACTTC<br>R: TTGTCCATGTTAAGGTTTGTGGTATA | RT-qPCR |
| SNORD104       | F: CGGCGATGATGACACTCCATAC<br>R: TCACCCGGATCAGCAGTCTAAC       | RT-qPCR |
| SNORD53        | F: ATGGTTTCGCGTCTGTCTGAG<br>R: CAGCCAAGAGAAAGGTGTCATC        | RT-qPCR |
| SNORD35a       | F: GCATCAGCTTAGCCTTTG<br>R: TTCGGATGCCACAGTTAG               | RT-qPCR |

## Bioinformatics Analyses

**Genes coordinates.** Genes coordinates were downloaded from BioMart 67 on Ensembl (<https://www.ensembl.org/index.html>) (2). The promoter region was defined taking 250 base-pairs (bp) upstream and downstream of the annotated TSS, while the gene-body comprised the rest of the gene length.

**Gene Ontology Analysis.** The gene ontology was performed through the PANTHER gene ontology webtool (<http://pantherdb.org>) (3). Over-representation test was performed over the background list of all annotated genes, with GO category of molecular function. Hits with Benferroni corrected p-values (p-val) lower than 1.0E-10 are reported.

**Gene Features Peaks Annotation.** The distribution of KAP1 binding sites over selected gene features was obtained through the R package ChIPseeker (4).

**RNA-Seq.** Reads were aligned to the mouse genome (mm9) with TopHat (v2.0.11) in sensitive mode (the exact parameters were: tophat -g 1 --no-novel-juncs --no-novel-indels -G \$gtf --transcriptome-index \$ transcriptome --b2-sensitive -o \$localdir \$index \$reads). Gene counts were generated with HTSeq-count. Normalization for sequencing

depth and differential gene expression analysis was performed as implemented in the DESeq2 package of Bioconductor (5). P-values were corrected for multiple testing using the Benjamini-Hochberg method (6). To be considered significantly up-regulated, a gene had to have 1.5-fold increased expression and an adjusted p-value lower than 0.05. To be considered significantly down-regulated, a gene had to have 1.5-fold decreased expression and an adjusted p-value lower than 0.05.

**ChIP-seq.** Reads were mapped using Bowtie (7, 8) to the mm9 mouse genome assembly. Bowtie1 was used for peak-calling files, while Bowtie2 was used for coverage plots. Peaks were called using MACS (9) for transcription factors and RNA polymerase II, using the total input as control, while for histone modifications the ChIP-part module of the ChIP-seq analysis platform (<http://ccg.vital-it.ch/chipseq/>) was used (10).

**Bigwig files.** BigWigs files for the ChIP-seq experiments were generated using the Bedtools (11) genomecov program followed by the bedGraphToBigWig program from the UCSC tools (12, 13). The scaling factor option was set for each file in order to obtain a BigWig normalized to reads per 100 million mapped reads.

**Coverage plots.** For PolII ChIP-seq profiles and PI establishment, coverages of the promoter region and of the gene body were defined through BamStas04 function of <https://github.com/lindenb/jvarkit>. The annotated gene start coordinate with a flank of 250 nucleotides in each direction was considered as the promoter region. In boxplot analyses, Mann-Whitney-Wilcoxon test was used to assess significance (NS if p-value $\geq$ 0.01).

**Correlation studies.** Correlation analyses of ChIP-Seq data were performed with the online tool ChIP-Cor ([http://ccg.vital-it.ch/chipseq/chip\\_cor.php](http://ccg.vital-it.ch/chipseq/chip_cor.php)) (10) using input files in BED format. Histograms were displayed as raw counts or after global normalization (as specified in the plot's y-axis).

## Supplemental References

1. Rowe HM, Kapopoulou A, Corsinotti A, Fasching L, Macfarlan TS, Tarabay Y, et al. TRIM28 repression of retrotransposon-based enhancers is necessary to preserve transcriptional dynamics in embryonic stem cells. *Genome research*. 2013 Mar;23(3):452-61. PubMed PMID: 23233547. Pubmed Central PMCID: 3589534.
2. Yates A, Akanni W, Amode MR, Barrell D, Billis K, Carvalho-Silva D, et al. Ensembl 2016. *Nucleic acids research*. 2016 Jan 04;44(D1):D710-6. PubMed PMID: 26687719. Pubmed Central PMCID: 4702834.
3. Thomas PD, Campbell MJ, Kejariwal A, Mi H, Karlak B, Daverman R, et al. PANTHER: a library of protein families and subfamilies indexed by function. *Genome research*. 2003 Sep;13(9):2129-41. PubMed PMID: 12952881. Pubmed Central PMCID: 403709.
4. Yu G, Wang LG, He QY. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics*. 2015 Jul 15;31(14):2382-3. PubMed PMID: 25765347.
5. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology*. 2014;15(12):550. PubMed PMID: 25516281. Pubmed Central PMCID: 4302049.
6. Benjamini Y, and Hochberg, Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society Series B (Methodological)* 1995;57:289-300.
7. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nature methods*. 2012 Mar 04;9(4):357-9. PubMed PMID: 22388286. Pubmed Central PMCID: 3322381.
8. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome biology*. 2009;10(3):R25. PubMed PMID: 19261174. Pubmed Central PMCID: 2690996.
9. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). *Genome biology*. 2008;9(9):R137. PubMed PMID: 18798982. Pubmed Central PMCID: 2592715.
10. Ambrosini G, Dreos R, Kumar S, Bucher P. The ChIP-Seq tools and web server: a resource for analyzing ChIP-seq and other types of genomic data. *BMC genomics*. 2016 Nov 18;17(1):938. PubMed PMID: 27863463. Pubmed Central PMCID: 5116162.
11. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics*. 2010 Mar 15;26(6):841-2. PubMed PMID: 20110278. Pubmed Central PMCID: 2832824.
12. Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, Zahler AM, et al. The human genome browser at UCSC. *Genome research*. 2002 Jun;12(6):996-1006. PubMed PMID: 12045153. Pubmed Central PMCID: 186604.
13. Kent WJ, Zweig AS, Barber G, Hinrichs AS, Karolchik D. BigWig and BigBed: enabling browsing of large distributed datasets. *Bioinformatics*. 2010 Sep 01;26(17):2204-7. PubMed PMID: 20639541. Pubmed Central PMCID: 2922891.

## Electronic Supplementary Material: Figures and tables (files provided separately)

### Supplementary Figure 1

**A.** (*Left*) Fractionation profile of K562 cells untransduced (lane 1) of 3 clones transduced with pOZ-KAP1 (lanes 2,3,4). 10 µg of cytoplasmic fraction (S100) and nuclear fraction (NE) were analyzed by WB using the indicated antibodies. Clone 2 was used for subsequent studies. (*Right*) Western blot analysis with antibody targeting HA (tag of KAP1) of chromatin-soluble and nuclear extracts (CS and NE, respectively) of total and immuno-precipitated protein fractions purified from control cells (MOCK) and cells expressing the doubly-tagged form of KAP1 (KAP1). These samples were subjected to MS/MS analysis.

**B.** (*Left*) Western blot analysis with antibody targeting HA (one of the two tags of KAP1) of chromatin-soluble (*top*) and nuclear (*bottom*) extracts purified from cells expressing the tagged version of the protein, separated by linear glycerol gradient (15-35%) followed by ultracentrifugation. 25 fractions were collected, and uneven ones loaded on the gel. The first fraction corresponds to the lowest percentage of glycerol, while the last one to the highest. 1% of the total protein input was loaded in the first lane of the gel. (*Right*) Same settings as in the previous western blot analyses presented at the top figure panel, performed on KAP1-coimmunoprecipitated material from cells expressing the doubly-tagged form of KAP1.

**C.** Functional classification of proteins detected by detected in KAP1-IP MS/MS, using all annotated genes as background. Proteins co-purified (*left*) by overexpression and immunoprecipitation of the tagged version of KAP1 in nuclear and chromatin-soluble fractions of K562 cells and (*right*) by immunoprecipitation of endogenous KAP1 in H1 hESC are represented.

**D.** Bar plot of the peptide coverage (in %) per protein detected in the KAP1-IP MS/MS analysis performed in K562 cells. Proteins detected through a single peptide were discarded. Chromatin-soluble extracts (CS) and nuclear extracts (NE) are reported separately. KAP1 interactors previously detected in unfractionated human embryonic stem cells and K562 cells (threshold p.value <0.01) (23) are indicated with blue asterisk in this and following panel.

**E.** Bar plot of the total peptide count per protein detected in the KAP1-IP MS/MS analysis performed in K562 cells. Proteins detected through a single peptide were discarded. Chromatin-soluble extracts (CS) and nuclear extracts (NE) are reported separately.

## **Supplementary Figure 2**

**A.** Positional correlation between KAP1 binding sites and H3K9me3-enriched loci in Hepa 1.6 cells.

**B.** (*Top, left*) Positional correlation between KAP1 binding sites and intracisternal A-particle (IAP) retrotransposons in Hepa 1.6 cells and E3 murine embryonic stem cells (mES) cells; (*top, right*) illustrative view of an IAP element locus: tracks reported are, from the top: the track of annotated genes, ChIP-seq profiles of KAP1 and of H3K9me3 in Hepa 1.6, the track of the following groups of repetitive elements: SINEs, LINEs, LTRs, and DNA repeats.

(*Bottom, left*) Positional correlation between KAP1 binding sites and 3' end region of KRAB zinc-finger protein (KZFP) genes in Hepa 1.6 cells and E3 murine embryonic stem cells (mES) cells; (*bottom, right*) illustrative representation of the Kzfp180 gene locus: tracks from the top: the track of annotated genes, ChIP-seq profiles of KAP1 and of H3K9me3 in Hepa 1.6, the track of the following groups of repetitive elements: SINEs, LINEs, LTRs, and DNA repeats.

\* For the correlation plots, a symmetric window of 10 kilobase-pairs was considered, and the correlation was normalized by the size of each dataset.

### Supplementary Figure 3

**A.** (Left) *Kap1* KD validation by RT-qPCR of Hepa 1.6 mRNA samples used for mRNA sequencing. Expression levels were normalized to small nucleolar RNA genes (SNORD35a, SNORD104, SNORD53), and the ratio between WT cells transduced with an empty sh-vector and KD cells respectively transduced with a *Kap1*-targeting sh-vector, is represented in the bar-plot. 

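RT-qPCR values are set against reference transcripts, so a shift of the references between groups moves every ratio. The counts of the sequenced mRNA samples cover 2 of the 3 snoRNA references. Snord35a, on chromosome 7 from 52381716 to 52381805, had between 21 and 38 counts per sample, which gave 0.553 ± 0.183 normalized CPM in control and 0.525 ± 0.013 in Kap1 KD samples (SD, n = 2 each). Snord104, on chromosome 11, had 7.14 ± 0.046 in control and 8.61 ± 2.31 in Kap1 KD samples (SD, n = 2 each). The log2 fold change was -0.08 (standard error 0.42) for Snord35a and 0.27 (standard error 0.29) for Snord104, both with an adjusted p of 0.9999 in edgeR's quasi-likelihood test. With the replicate block (correlation 0.81), the adjusted p was 0.925 for Snord35a and 0.149 for Snord104 in the same test. These libraries were made from polyadenylated RNA, which snoRNAs largely lack, so the counts are not a measure of the total snoRNA in the samples. Snord53 is not analysed here in these libraries.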

(Right) *Kap1* KD validation by RT-qPCR of Hepa 1.6 mRNA samples used for PolII ChIP sequencing. Expression levels were normalized to house-keeping genes transcripts *Gapdh* and *Actin β*. Besides *Kap1*, other control genes are reported in the bar plot (*Actin γ*, *Hnf4* and *Tbp*).

**B.** Table reporting counts for the gene groups analyzed in Fig. 3 A-C.

**C.** PolII enrichment profiles over genes binned in 20 segments in WT (left) and *Kap1* KD (right) Hepa 1.6 cells. For clarity reasons, flanking regions upstream or downstream and the gene itself were labeled with different colors. Both those flanking regions measure 40% of the gene length. In each datasets, we separated genes based on the overlap of their promoter region with a KAP1 peak.

### Supplementary Figure 4

**A.** Schematic view of the *Hspa1b* and *Hspa1a* locus displaying, in order from the top, the track of annotated genes with arrows indicating the orientation of the genes, H3K27ac and H3K4me1 ChIP-seq profiles in Hepa 1.6 cells.

**B.** Immuno-fluorescence analysis of (top panels) MEF *Kap1* KO in untreated conditions; (middle and bottom panels) MEF WT cells in untreated conditions and after heat-shock. Cells were stained with DAPI and an antibody targeting KAP1 or pS824 KAP1 as indicated on the left of each panel.

**C.** Western blot analysis of protein extracts purified from the same cells used for the experiment presented in Fig. 4B, developed with antibody targeting KAP1 and the loading

controls PCNA and CBX3. The loaded protein samples are purified from untransduced (UT) cells and cell transduced with either an empty sh-vector (WT) or a *Kap1*-targeting sh-vector (shKap1).

**D.** Schematic view of the inducible genes *Ier5* and *Junb* loci displaying, in order from the top: superimposed PolII ChIP-seq profiles in *Kap1* KD and WT Hepa 1.6 cells, track of annotated genes, mRNA-seq signal of *Kap1* KD and WT Hepa 1.6 cells.

### **Supplementary Table 1**

LC-MS/MS data of the doubly-tagged version of KAP1 expressed in and purified from K562 cells, and of the endogenous protein purified from H1 hESCs (1). For the first dataset, cofactors detected in the nuclear and chromatin-soluble fractions are distinguished.

# Supplementary material for: KAP1 targets actively transcribed genomic loci to exert pleomorphic effects on RNA polymerase II activity
**Source:** Philos Trans R Soc Lond B Biol Sci. 2020 Feb 10;375(1795):20190334. doi: 10.1098/rstb.2019.0334

A.

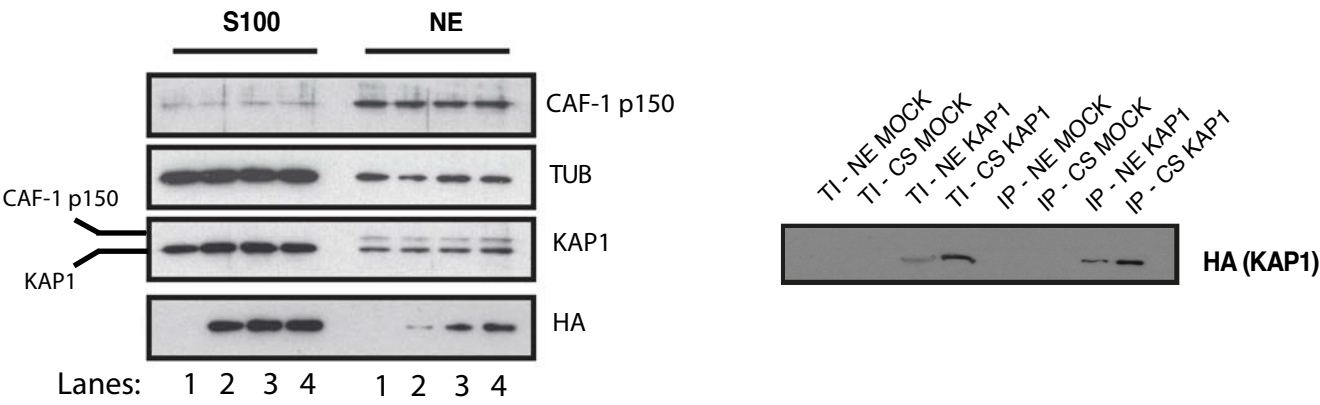

B.

Chromatin-soluble Extracts

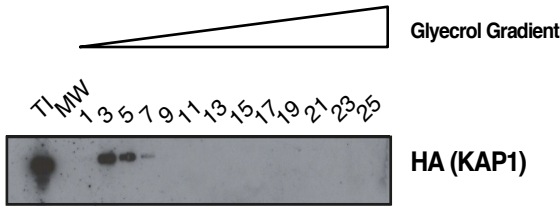

KAP1-IP from Chromatin-soluble Extracts

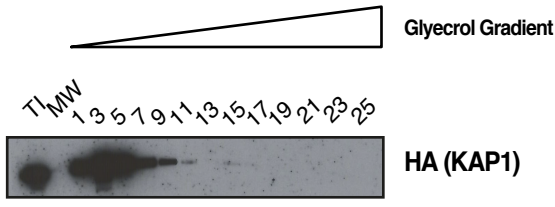

Nuclear Extracts

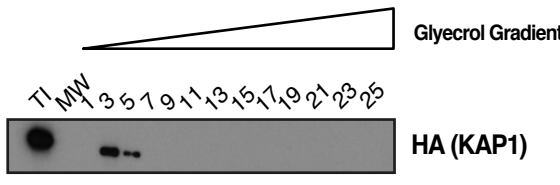

KAP1-IP from Nuclear Extracts

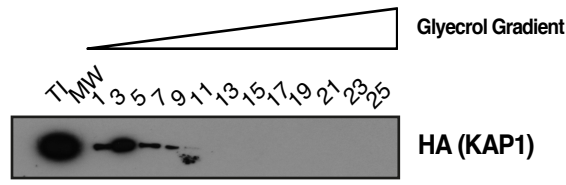

C.

K562 - KAP1 MS/MS results

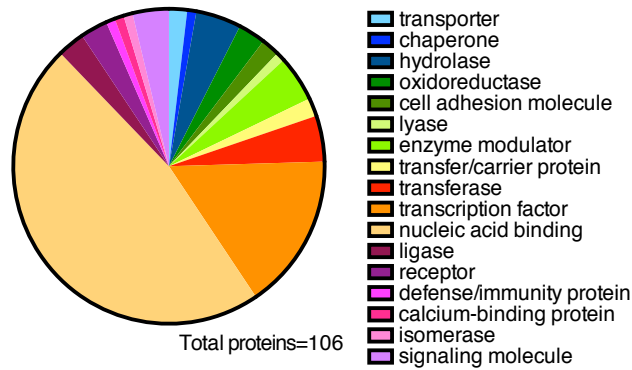

hESC - KAP1 MS/MS results

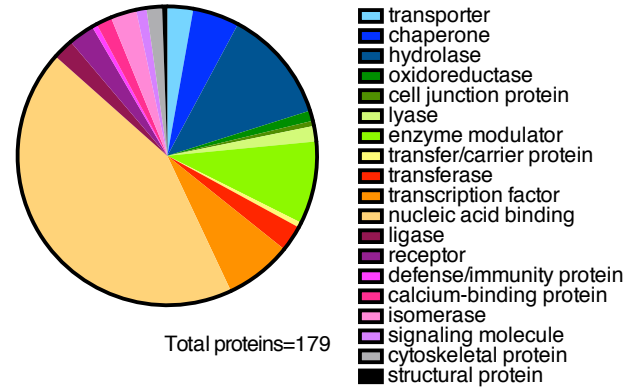

**FIGURE S1.**

D.

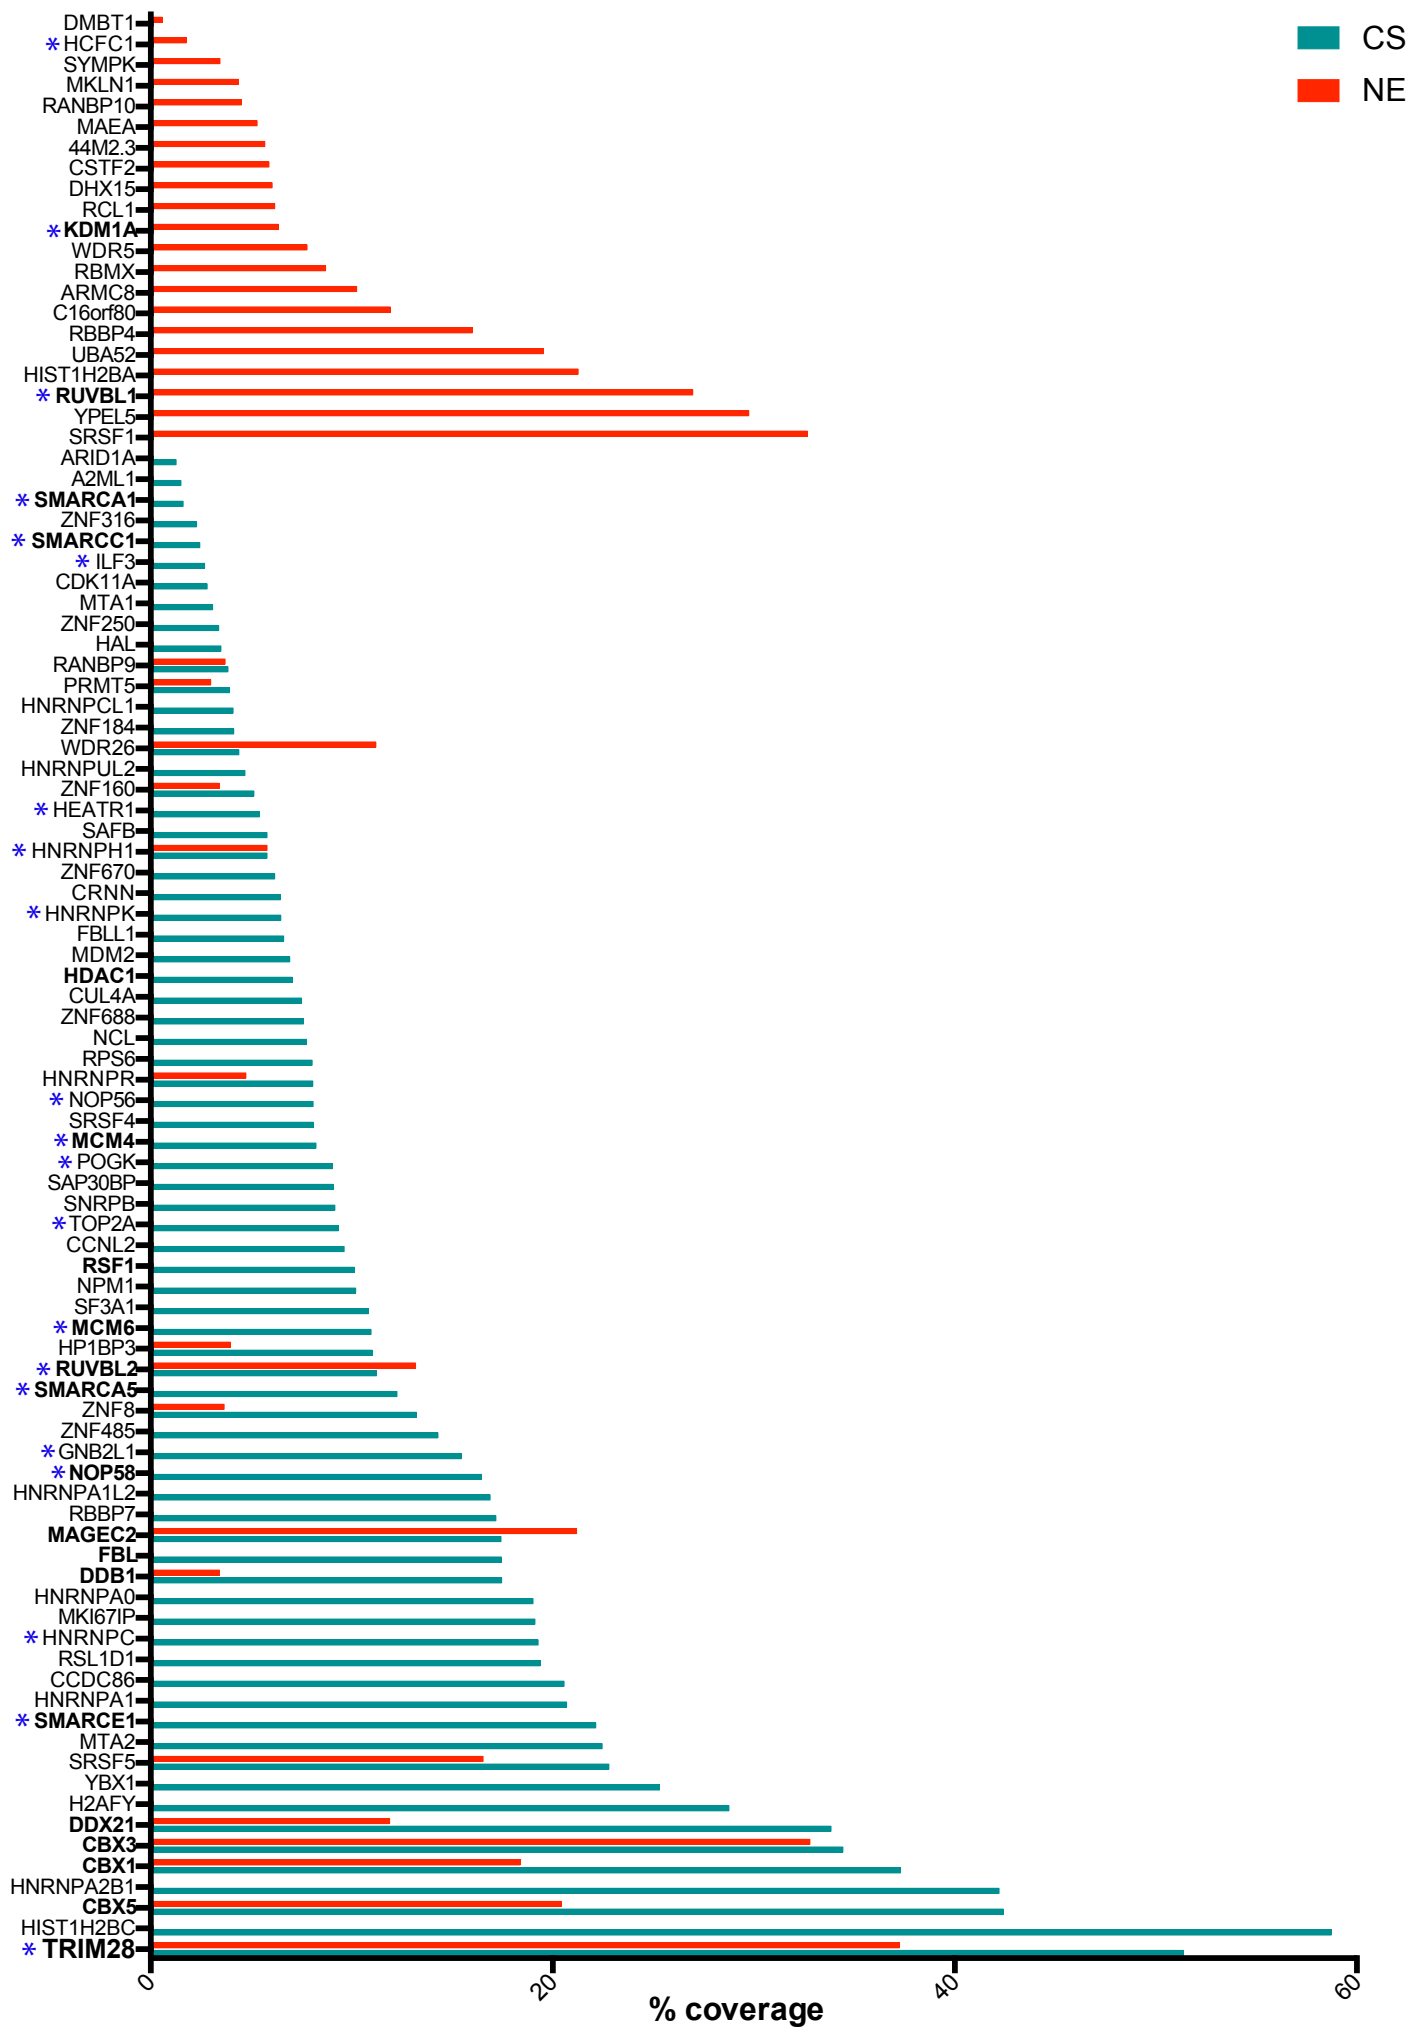

**FIGURE S1.**

E.

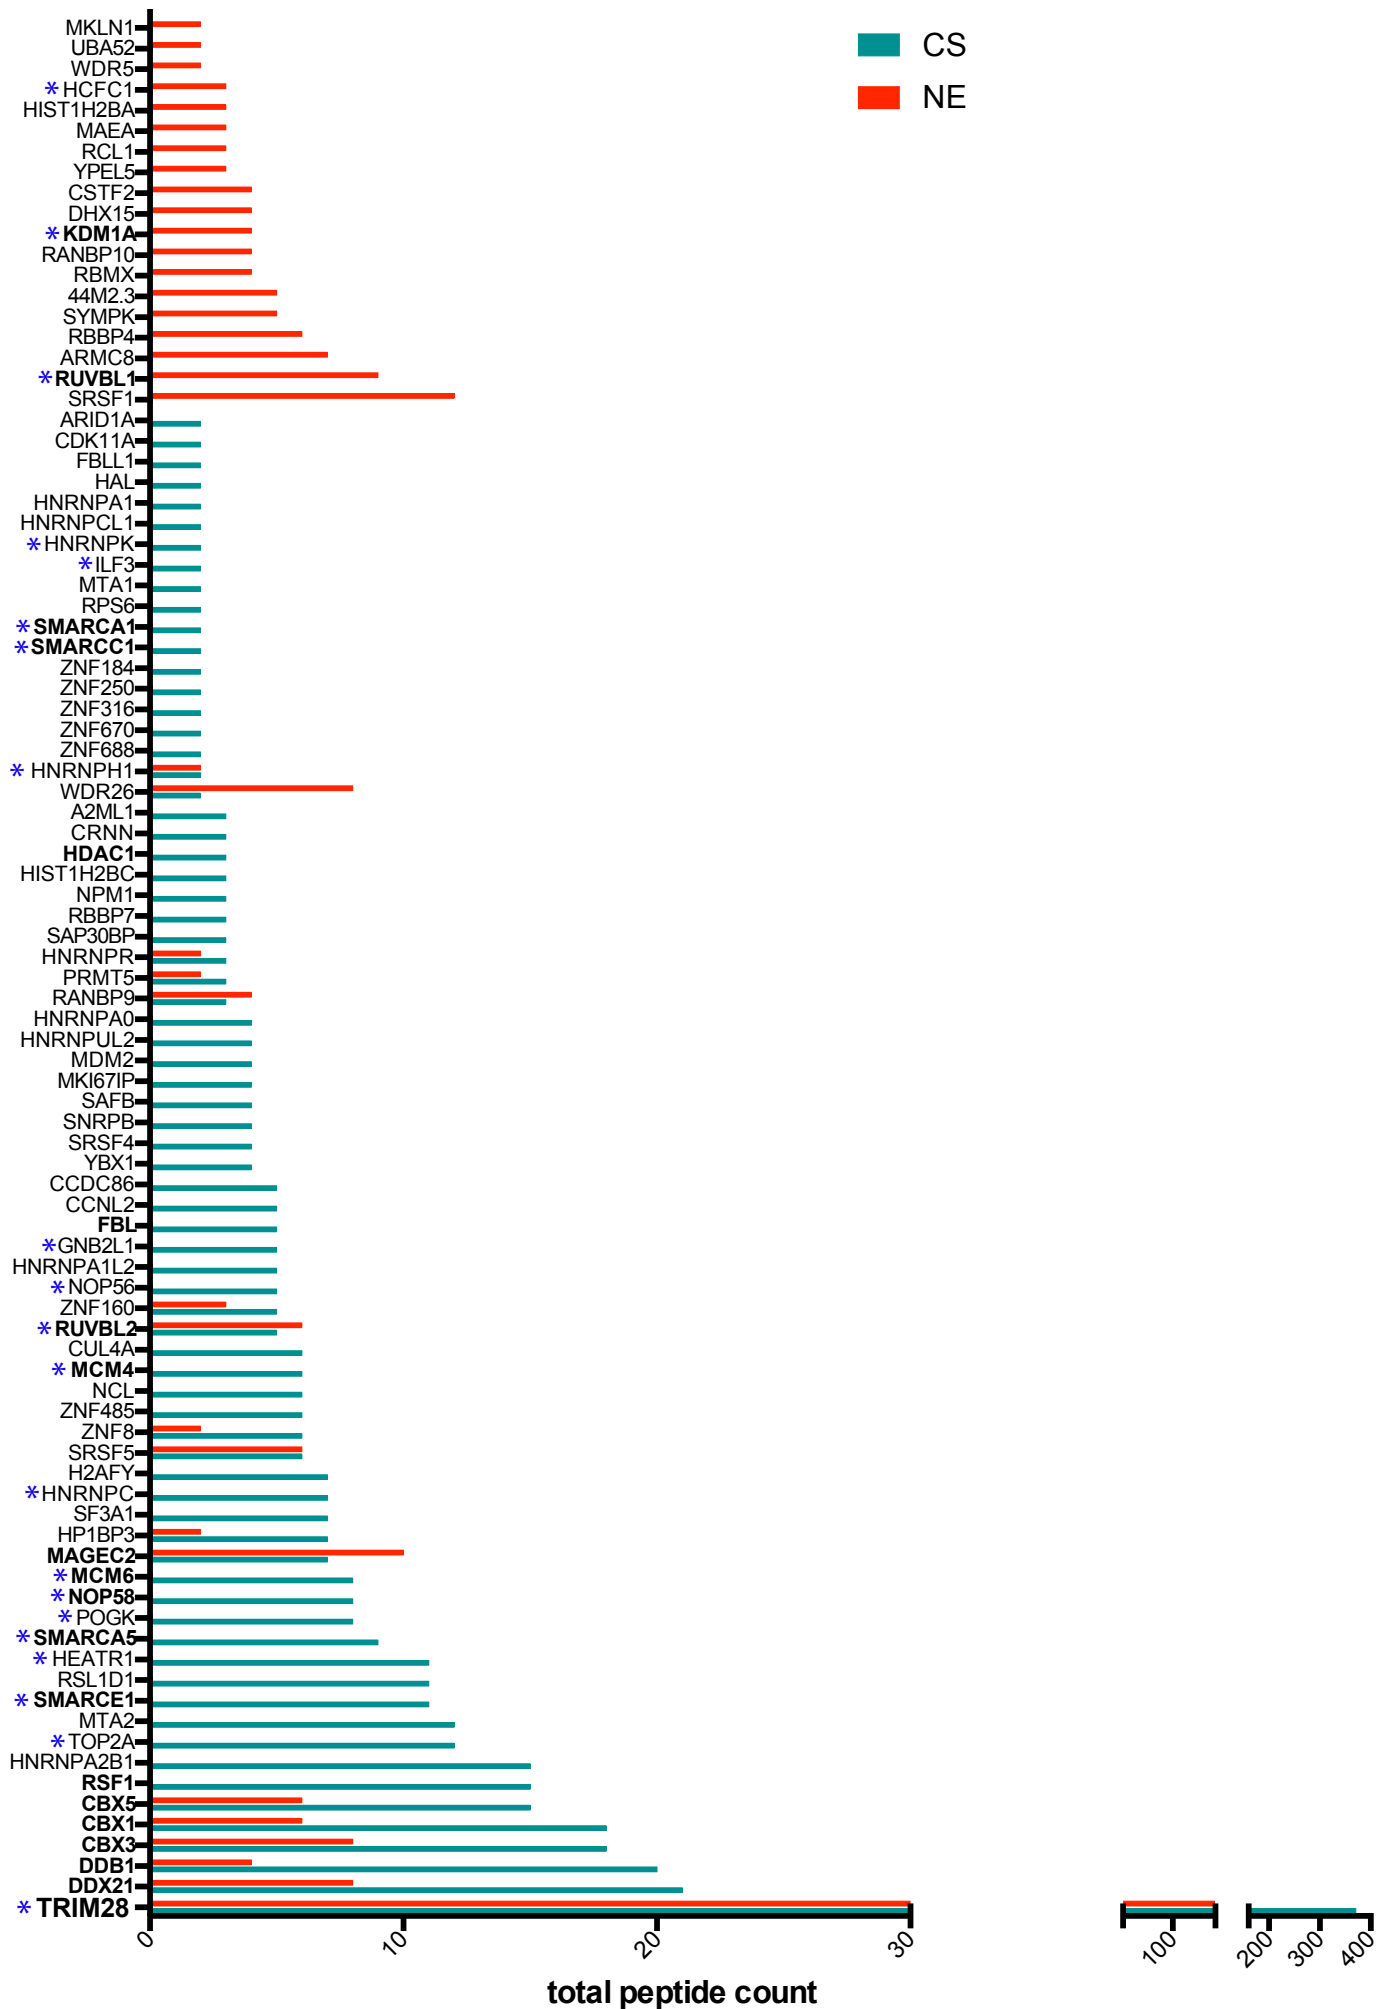

**Supplement:** Supplementary Figure 1

# Supplementary material for: KAP1 targets actively transcribed genomic loci to exert pleomorphic effects on RNA polymerase II activity
**Source:** Philos Trans R Soc Lond B Biol Sci. 2020 Feb 10;375(1795):20190334. doi: 10.1098/rstb.2019.0334

FIGURE S3.

A.

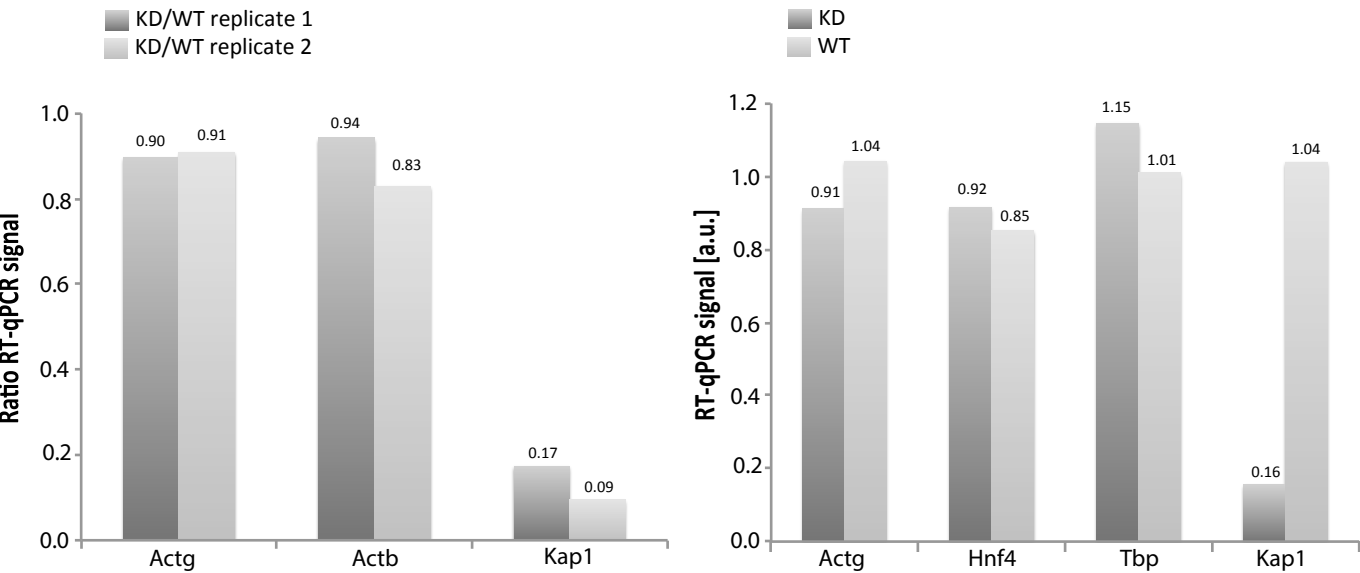

B.

| Genes Dataset:                                                                   |       | N =       |
|----------------------------------------------------------------------------------|-------|-----------|
| gene promoters overlapping a KAP1 ChIP-Seq peak                                  | 3535  | ] 21 ] 26 |
| gene promoters not overlapping a KAP1 ChIP-Seq peak                              | 19175 |           |
| genes upregulated upon Kap1 KD                                                   | 134   |           |
| genes downregulated upon Kap1 KD                                                 | 145   |           |
| Filtered genes dataset 1                                                         |       |           |
| genes filtered by PI: exclusion of Inf/NaN values                                | 16004 |           |
| gene promoters overlapping a KAP1 ChIP-Seq peak                                  | 3281  |           |
| gene promoters not overlapping a KAP1 ChIP-Seq peak                              | 12723 |           |
| Filtered genes dataset 2                                                         |       |           |
| genes filtered by PI: exclusion of Inf/NaN values, PI at basal condition<br>>= 4 | 1556  |           |
| promoters, KAP1 peak overlap                                                     | 571   |           |
| promoters, no KAP1 peak overlap                                                  | 985   |           |

C.

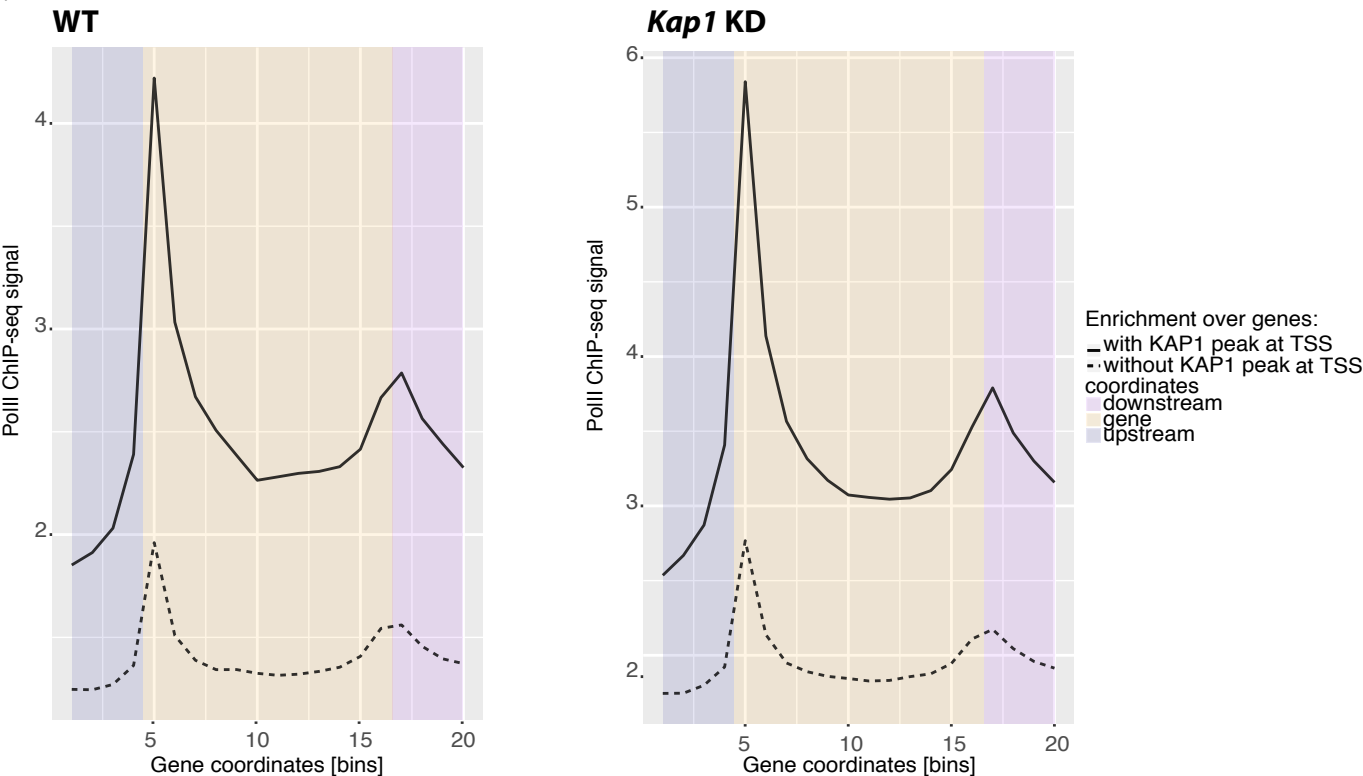

**Supplement:** Supplementary Figure 3

# Supplementary material for: KAP1 targets actively transcribed genomic loci to exert pleomorphic effects on RNA polymerase II activity
**Source:** Philos Trans R Soc Lond B Biol Sci. 2020 Feb 10;375(1795):20190334. doi: 10.1098/rstb.2019.0334
**Supplement:** Supplementary Figure Legends

**Electronic Supplementary Material: Titles and Captions**

**Supplementary Figure 1**

**A.** *(Left)* Fractionation profile of K562 cells untransduced (lane 1) of 3 clones transduced with pOZ-KAP1 (lanes 2,3,4). 10 µg of cytoplasmic fraction (S100) and nuclear fraction (NE) were analyzed by WB using the indicated antibodies. Clone 2 was used for subsequent studies. *(Right)* Western blot analysis with antibody targeting HA (tag of KAP1) of chromatin-soluble and nuclear extracts (CS and NE, respectively) of total and immuno-precipitated protein fractions purified from control cells (MOCK) and cells expressing the doubly-tagged form of KAP1 (KAP1). These samples were subjected to MS/MS analysis.

**B.** (*Left*) Western blot analysis with antibody targeting HA (one of the two tags of KAP1) of chromatin-soluble (*top*) and nuclear (*bottom*) extracts purified from cells expressing the tagged version of the protein, separated by linear glycerol gradient (15-35%) followed by ultracentrifugation. 25 fractions were collected, and uneven ones loaded on the gel. The first fraction corresponds to the lowest percentage of glycerol, while the last one to the highest. 1% of the total protein input was loaded in the first lane of the gel. (*Right*) Same settings as in the previous western blot analyses presented at the top figure panel, performed on KAP1-coimmunoprecipitated material from cells expressing the doubly-tagged form of KAP1.

**C.** Functional classification of proteins detected by detected in KAP1-IP MS/MS, using all annotated genes as background. Proteins co-purified (*left*) by overexpression and immunoprecipitation of the tagged version of KAP1 in nuclear and chromatin-soluble fractions of K562 cells and (*right*) by immunoprecipitation of endogenous KAP1 in H1 hESC are represented.

**D.** Bar plot of the peptide coverage (in %) per protein detected in the KAP1-IP MS/MS analysis performed in K562 cells. Proteins detected through a single peptide were discarded. Chromatin-soluble extracts (CS) and nuclear extracts (NE) are reported separately. KAP1 interactors previously detected in unfractionated human embryonic stem cells and K562 cells (threshold p.value <0.01) (23) are indicated with blue asterisk in this and following panel.

**E.** Bar plot of the total peptide count per protein detected in the KAP1-IP MS/MS analysis performed in K562 cells. Proteins detected through a single peptide were discarded. Chromatin-soluble extracts (CS) and nuclear extracts (NE) are reported separately.

**Supplementary Figure 2**

**A.** Positional correlation between KAP1 binding sites and H3K9me3-enriched loci in Hepa 1.6 cells.

**B.** (*Top*, *left*) Positional correlation between KAP1 binding sites and intracisternal A-particle (IAP) retrotransposons in Hepa 1.6 cells and E3 murine embryonic stem cells (mES) cells; (*top,* *right*) illustrative view of an IAP element locus: tracks reported are, from the top: the track of annotated genes, ChIP-seq profiles of KAP1 and of H3K9me3 in Hepa 1.6, the track of the following groups of repetitive elements: SINEs, LINEs, LTRs, and DNA repeats.

(*Bottom*, *left*) Positional correlation between KAP1 binding sites and 3’ end region of KRAB zinc-finger protein (KZFP) genes in Hepa 1.6 cells and E3 murine embryonic stem cells (mES) cells; (*bottom, right*) illustrative representation of the Kzfp180 gene locus: tracks from the top: the track of annotated genes, ChIP-seq profiles of KAP1 and of H3K9me3 in Hepa 1.6, the track of the following groups of repetitive elements: SINEs, LINEs, LTRs, and DNA repeats.

* For the correlation plots, a symmetric window of 10 kilobase-pairs was considered, and the correlation was normalized by the size of each dataset.

**Supplementary Figure 3**

**A.** (*Left*) *Kap1* KD validation by RT-qPCR of Hepa 1.6 mRNA samples used for mRNA sequencing. Expression levels were normalized to small nucleolar RNA genes (SNORD35a, SNORD104, SNORD53), and the ratio between WT cells transduced with an empty sh-vector and KD cells respectively transduced with a *Kap1*-targeting sh-vector, is represented in the bar-plot. (*Right*) *Kap1* KD validation by RT-qPCR of Hepa 1.6 mRNA samples used for PolII ChIP sequencing. Expression levels were normalized to house-keeping genes transcripts *Gapdh* and *Actin β*. Besides *Kap1*, other control genes are reported in the bar plot (*Actin 𝛾*, *Hnf4* and *Tbp)*.

**B.** Table reporting counts for the gene groups analyzed in Fig. 3 A-C.

**C.** PolII enrichment profiles over genes binned in 20 segments in WT (*left*) and *Kap1* KD (*right*) Hepa 1.6 cells. For clarity reasons, flanking regions upstream or downstream and the gene itself were labeled with different colors. Both those flanking regions measure 40% of the gene length. In each datasets, we separated genes based on the overlap of their promoter region with a KAP1 peak.

**Supplementary Figure 4**

**A.** Schematic view of the *Hspa1b* and *Hspa1a* locus displaying, in order from the top, the track of annotated genes with arrows indicating the orientation of the genes, H3K27ac and H3K4me1 ChIP-seq profiles in Hepa 1.6 cells.

**B.** Immuno-fluorescence analysis of (*top panels*) MEF *Kap1* KO in untreated conditions; (*middle and bottom panels*) MEF WT cells in untreated conditions and after heat-shock. Cells were stained with DAPI and an antibody targeting KAP1 or pS824 KAP1 as indicated on the left of each panel.

**C.** Western blot analysis of protein extracts purified from the same cells used for the experiment presented in Fig. 4B, developed with antibody targeting KAP1 and the loading controls PCNA and CBX3. The loaded protein samples are purified from untransduced (UT) cells and cell transduced with either en empty sh-vector (WT) or a *Kap1*-targeting sh-vector (shKap1).

**D.** Schematic view of the inducible genes *Ier5* and *Junb* loci displaying, in order from the top: superimposed PolII ChIP-seq profiles in *Kap1* KD and WT Hepa 1.6 cells, track of annotated genes, mRNA-seq signal of *Kap1* KD and WT Hepa 1.6 cells.

**Supplementary Table 1**

LC-MS/MS data of the doubly-tagged version of KAP1 expressed in and purified from K562 cells, and of the endogenous protein purified from H1 hESCs ([1](#_ENREF_1)). For the first dataset, cofactors detected in the nuclear and chromatin-soluble fractions are distinguished.

How the deposited data were processed for this re-analysis (not part of the article)

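The files cover 8 samples in 3 tables. The mRNA-seq samples are 2 control and 2 Kap1 KD samples of Hepa 1-6 cells. The small RNA-seq samples are 1 control and 1 Kap1 KD sample of Hepa 1-6 cells, and 1 wild-type and 1 Kap1 KO sample of primary mouse hepatocytes. Conditions were taken from the sample labels and the paper. In mRNA-seq, the labels number 1 sample of each group as 2; the other has no number and was taken as replicate 1, and samples were paired by these numbers.

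For mRNA-seq, the authors deposited whole-number counts per Ensembl gene, made with TopHat on mm9 and HTSeq-count. That table bears a small RNA name, but its columns are the mRNA-seq samples. For small RNA-seq, the authors deposited counts per tRNA or snoRNA sequence. The names of the snoRNA sequences describe flanks of 200 bp, and those of the tRNA sequences name no flank. Beside the counts stood a normalized signal, which is the count divided by 1 factor per library. A further value divides this signal by the sequence length. The authors' counts were used, and the deposited normalized signal and length-scaled values were used only to find out how they were made. In the hepatocyte table each library has a pair of columns that hold identical values on every row, so each was counted as 1 library. All 22 columns of per-sample values were mapped.

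Counts per sample ranged from 41566888 to 53605115 in mRNA-seq. The small RNA tables held 26249204 counts for control and 29223566 for Kap1 KD Hepa 1-6 cells, and 3028467 for wild-type and 11006899 for Kap1 KO hepatocytes. These are totals over the listed tRNA and snoRNA sequences, not the depth of the libraries. Intervals from counts cover counting error only, since reads without molecular identifiers are not independent molecules.

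The mRNA counts were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test) in R 4.3.3, without a replicate block as the main fit and with the replicate number as a block beside it. Standard errors are the log2 fold change divided by the square root of F. Calls needed a 1.5-fold change and a Benjamini-Hochberg adjusted p under 0.05. DESeq2 1.42.0 was the alternative test. Log2 changes per pair used CPM plus 0.1, which understates the change of genes with few counts. Gene sets were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01. Symbols came from the annotation of the same mm9 build, which matched 21806 of 21915 identifiers, and coordinates from that annotation. GC content and exonic length were known for 14118 of the 14142 tested genes (99.8%). The small RNA libraries have no replicates: log2 ratios used TMM scaling and 0.5 added to each count, sequences needed 50 counts summed over the pair, and no p-values were computed. Class medians were placed among 10000 random lists of the same size matched on mean count in 5 bins.

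The pipeline was tested on simulated data. With 200 of 14142 genes changed, the paired fit recovered 200 and made 1 false call, and the fit without the block recovered 0 with 0 false calls. These counts had the replicate pairing and the paired fit's dispersions built in, and no gene was changed in only 1 pair. They check the code and do not measure the error of the real calls. For the small RNA ratios, 200 of 475 simulated sequences were changed, and the computed and true log2 ratios of those correlated at 0.993.

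The genes named were set by a rule before the data were examined: Trim28, every gene the paper names, the 5 largest increases and 5 largest decreases among genes past both thresholds whose Kap1 KD samples both lie beyond both controls, and in each small RNA pair the 3 largest changes each way with at least 100 counts. Since the main fit called no gene, the rule was applied to the paired fit; a gene that it selects is not reported here. Egr1, Ier3, Lars2, AY036118 and the histone and other short RNA genes were chosen after their values were seen. Alternatives set before the data were examined covered the test, scaling, low-count filter, replicate block, thresholds, pseudocount, count minimum and leaving out each sample; those added later all concern the paired fit or the expression levels and are named as such. The ChIP-seq, mass spectrometry, RT-qPCR and heat shock experiments are not analysed here.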

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

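The tests of carried-over RNA below were chosen after the result was seen; those of length and depth in the small RNA libraries were chosen before.

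7SK RNA was high in 1 of the 4 mRNA-seq libraries, a signal in genes whose expression the paper does not report. Over the 49 loci named 7SK, Kap1 KD replicate 2 had 43.0 normalized CPM (2012 counts), against 2.39 and 1.91 in the control samples and 2.42 in Kap1 KD replicate 1. At the locus with the most counts, on chromosome 9 from 78023110 to 78023440, the log2 change was -0.88 in the replicate 1 pair and 5.56 in the replicate 2 pair. Lars2 rose by 4.59 on the log2 scale in the replicate 2 pair and changed by -0.14 in the replicate 1 pair, and AY036118 by 3.82 and 0.02. edgeR's paired fit gave Lars2 an adjusted p of 1.2e-168, while DESeq2 with the replicate block gave 0.492 and edgeR without the block 0.9999.

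A candidate explanation is that Kap1 KD replicate 2 carried over more non-polyadenylated RNA. Over 739 genes annotated as rRNA, snRNA, snoRNA, other short RNA or histone, the share of counts was 0.023% in Kap1 KD replicate 2 (95% Wilson interval 0.0226% to 0.0234%) and 0.011% in control replicate 2 (0.0107% to 0.0112%), the lowest of the 4 libraries; it was 0.0146% in control replicate 1 (0.0143% to 0.015%) and 0.0138% in Kap1 KD replicate 1 (0.0134% to 0.0141%). This list holds the 7SK loci that prompted the test, and without them the share was 0.019% in Kap1 KD replicate 2 and 0.0144%, 0.0108% and 0.0135% in control replicates 1 and 2 and Kap1 KD replicate 1. The median change of the tested ones was larger in the replicate 2 pair than in the replicate 1 pair by 0.36 on the log2 scale, less than the 1.5-fold set for this test. limma's camera ranked the 133 tested ones towards a rise as a set (adjusted p = 1.2e-04 with the replicate block and 0.00389 without it), but 40 of them rose and 28 fell in both pairs, and their median was -0.08 in the replicate 1 pair and 0.28 in the replicate 2 pair. On the 559 rRNA, snRNA and snoRNA genes alone, a second test added after the first, the share in Kap1 KD replicate 2 was 1.22 times that of control replicate 2 but lay below both replicate 1 libraries. A further test, added later, used the listed genes without 7SK. The share in Kap1 KD replicate 2 was then 1.76 times that of control replicate 2. It was also the highest of the 4 libraries, as carry-over would give. With the histone genes left out as well, it was 1.61 times that of control replicate 2. At 0.0083% it then lay below control replicate 1 (0.0091%) and close to Kap1 KD replicate 1 (0.0081%). The highest rank thus depended on the histone genes. By class, the share in the replicate 2 pair rose 12.1-fold for other short RNA, 1.90-fold for histone, 2.44-fold for rRNA (from 26 to 63 counts) and 2.48-fold for snRNA genes, and 1.07-fold for snoRNA genes, which hold most counts of the 559; in the replicate 1 pair these ratios lay between 0.87 and 1.12. AC157822.1 and AC099934.1, short RNA genes of the list, rose by 4.26 and 4.57 in the replicate 2 pair and by 0.79 and 0.13 in the replicate 1 pair; without them and 7SK the share in the replicate 2 pair rose 1.63-fold over the whole list and 3.29-fold over the other short RNA (from 146 to 477 counts), which did not rise in the replicate 1 pair. The tests thus disagree, and carry-over of some classes in Kap1 KD replicate 2 remains open as an explanation. Lars2 is annotated as protein-coding and AY036118 as a pseudogene, so the list leaves both out. Their absence from it does not argue against carry-over, and these tests do not bear on them. The design gives no biological explanation for a change in 1 of 2 Kap1 KD samples, and none was tested.

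In the small RNA libraries, which the paper does not report on, the median snoRNA sequence was higher relative to the median tRNA sequence in the Kap1-depleted library of each pair. The median log2 ratio of snoRNA exceeded that of tRNA by 0.61 in Hepa 1-6 cells (95% binomial interval 0.56 to 0.66, from 93 snoRNA and 246 tRNA sequences) and by 1.26 in hepatocytes (1.20 to 1.39, from 95 and 166). Among 10000 random lists of the same size matched on mean count, the tRNA medians lay at percentile 0 in both pairs and the snoRNA medians at 100 and 99.5. The tRNA and snoRNA sequences together make up all the sequences used. These class percentiles therefore restate the difference between the classes and are not a separate test of it. Families within the classes differed. In hepatocytes the median was 1.1 for Snord and 0.22 for Snora sequences (percentile 79.6), and the 11 tRNA-Pro sequences, at 0.95 (percentile 100), lay above the snoRNA median of 0.73. In Hepa 1-6 cells the medians were 0.59 for Snord, 0.33 for Snora and 0.31 for the 10 tRNA-Met sequences (percentile 98.2), while tRNA-Pro lay at -0.43. These medians are with TMM scaling; total counts move each of them by the shift given for its pair. Each condition has 1 library, so these intervals cover counting error only and compare the libraries, not the conditions. The difference between classes is free of the scaling, but the direction of snoRNA is not: the tRNA medians lay below 0 with each scaling in both pairs, while snoRNA rose with TMM and median-of-ratios scaling and fell with total counts, which shift the median of all sequences by -0.81 in Hepa 1-6 cells and by -1.16 in hepatocytes.

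Length and depth were the technical explanations tested. If the length of the RNA were the cause, the log2 ratio of snoRNA sequences would follow their length in both pairs. Spearman's rho across snoRNA sequences was -0.26 in Hepa 1-6 cells, short in size of the 0.3 set beforehand. It was -0.56 in hepatocytes, beyond that size, so there the shorter snoRNAs rose more. The prediction, which required both pairs, was not met. Within tRNA sequences rho was 0.08 in Hepa 1-6 cells and -0.28 in hepatocytes. A negative rho could raise snoRNA over tRNA only if snoRNAs were the shorter class, and the lengths of the classes were not compared here. Thinning both libraries of a pair to the same total left a difference of 0.60 in Hepa 1-6 cells and 1.43 in hepatocytes, but thinning changes no expected ratio, so this test could not have removed the difference. Library preparation cannot be told apart from Kap1 depletion with 1 library per condition, and the pattern remains a hypothesis.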

How the results depend on the processing

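Alternatives that name the replicate block together with another choice, and the unnormalized expression levels, were chosen after seeing the data; the others were set before the data were examined.

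The number of genes called in Kap1 KD depended on the replicate block. Without it, edgeR called 0 genes higher and 0 lower (185 genes at an unadjusted p under 0.05), also with upper-quartile scaling, with no filter, with at least 10 counts in every sample, with no fold minimum and with a 2-fold minimum; DESeq2 called 2 higher and 1 lower. With the replicate block the counts were 292 higher and 339 lower. The correlation of 0.81 between same-numbered samples is consistent with pairing by number, which is partly inferred because 1 sample of each group has no number in its label. With the block and DESeq2 they were 107 higher and 124 lower, with DESeq2's shrunken fold changes 22 and 18, with no fold minimum 1426 and 1626, and with a 2-fold minimum 132 and 94. The block with upper-quartile scaling, no filter, at least 10 counts, robust dispersion, GC correction, length correction, protein-coding genes only or genes moving the same way in both pairs gave from 238 to 321 higher and from 240 to 338 lower. Which genes were called was compared for DESeq2 (227 of its 231 calls with the block were also edgeR's), for the GC and length corrections and for thinning. The cause of the difference between edgeR and DESeq2 was not tested. Leaving out a sample leaves 1 sample in a group, so no counts of calls were made.

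Trim28 passed the thresholds with DESeq2 (log2 fold change -2.47) and with the block (-2.48), and not in edgeR without the block; its log2 change ran from -2.70 to -2.26 across the 4 fits that each left out one sample. Across those fits the log2 change reached both signs for Hspa1a (from -0.35 to 0.40), Hspa1b (from -0.053 to 0.73), Junb (from -0.063 to 0.99), Actg1 (from -0.13 to 0.39) and Tbp (from -0.14 to 0.016). Egr2, Ier2 and Ier5 stayed above 0 in all of them. These fits ignore the replicate pairing, so leaving out a sample mixes the replicate difference into the change. Within pairs, Actg1 rose by 0.11 and 0.13 and Junb by 0.15 and 0.77 (replicate 1 and replicate 2), while Hspa1a, Hspa1b and Tbp changed in opposite directions.

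In the small RNA libraries the scaling moved the counts of sequences with a 2-fold change. In Hepa 1-6 cells 13 were higher and 9 lower; with total counts 0 and 113, with total counts without the 10 largest sequences 3 and 80, and with a minimum of 10 counts 24 were lower. In hepatocytes 48 were higher and 41 lower; with total counts 8 and 150, and without the 10 largest 9 and 134. The median log2 ratio of snoRNA turned from 0.49 to -0.32 with total counts and to -0.077 without the 10 largest in Hepa 1-6 cells, and from 0.73 to -0.44 and to -0.26 in hepatocytes. The snoRNA minus tRNA difference in hepatocytes was 1.15 with a minimum of 10 counts and 1.58 with a minimum of 200. Of sequences shared by both pairs, 63.8% changed the same way; the share was 87.4% with total counts, 82.7% without the 10 largest, 59.2% with a minimum of 10 counts and 70.0% with a minimum of 200. Spearman's rho was 0.40, and 0.29 and 0.59 with those minimums. Total counts shift the sequences of a pair together (median shift -0.81 in Hepa 1-6 cells and -1.16 in hepatocytes), which accounts for the fewer increases, the turned snoRNA medians and the larger share changing the same way. Why the count minimums moved the values was not tested. No sample is in more than 1 table, so the alternative of another table was not run.

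Counts of 1 to 11 per sample limit Hspa1a and Hspa1b, and 1 library per condition limits every small RNA value.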

Differences from the paper's values

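The paper reports 134 upregulated and 145 downregulated genes. edgeR without the replicate block called 0 and 0, with 185 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's values: DESeq2 called 2 higher and 1 lower, the replicate block 292 and 339, and upper-quartile scaling, no filter, at least 10 counts in every sample, no fold minimum and a 2-fold minimum 0 and 0. DESeq2 with the replicate block, chosen after seeing the values, called 107 higher and 124 lower, within 1.5 times of the paper's numbers. edgeR with the block and a 2-fold minimum, also chosen after seeing the values, called 132 higher, within 1.5 times, and 94 lower, which was not. The other alternatives with the block did not come within 1.5 times either way. Among them, DESeq2 with shrunken fold changes called 22 higher and 18 lower.

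For the median expression level of all genes, the paper's Kap1 KD minus WT difference is about -0.4 in Fig. 3a, read by eye on the log2 scale, and the value here was -0.044. The genes over which the paper took its median may differ from the 14142 used here. Without normalization, an alternative chosen after seeing the values, it was -0.29 for both replicates together, -0.45 for replicate 1 and -0.10 for replicate 2. A reading by eye is too coarse to set the -0.45 apart from the paper's value. No alternative for this measure was set before the data were examined.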

Other observations

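The test of the replicate numbers was chosen only after the result was seen, and so was the idea of the hepatocyte genes, whose list was written before its test.

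The calls that appear with the replicate block were set against technical explanations. Same-numbered samples deviated together with a correlation of 0.81. After each sample's trend against GC content was removed, the number of paired calls was 89.4% of that before, and 507 of the 631 genes called before (80.3%) were called again in the same direction. After the trend against exonic length was removed, the number was 77.8%, and 466 of the 631 genes (73.9%) were called again. GC content and length, each removed by itself, therefore do not account for most of these calls. Thinning every library to the smallest total gave 92.9% as many calls, with 545 of the 631 genes (86.4%) called again in the same direction, but thinning changes no expected ratio, so the role of library size cannot be told from it. The comparison of the genes called before and after a correction was added after the numbers of calls were seen. A difference between the replicates in culture, preparation or sequencing is consistent with the correlation, but the labels give no dates or batches.

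One hypothesis was that zinc-finger genes rise when KAP1 is depleted. The 307 tested genes named Zfp did not: limma's camera gave an adjusted p of 0.205 with the replicate block and 0.181 without it (over the 3 sets tested), and their median log2 change was -0.12 in the replicate 1 pair and -0.04 in the replicate 2 pair, against -0.02 and -0.0043 for all tested genes. With DESeq2's size factors and with upper-quartile scaling the medians stayed below 0 in both pairs. The set was chosen by name, without regard to KRAB domains.

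A second hypothesis was that hepatocyte genes fall in Kap1 KD cells, after Apob, Hnf4a and others were seen to fall. A list of 26 other hepatocyte genes was written before the test, of which 10 were tested. Their set fell with the replicate block (adjusted p = 1.6e-04 from limma's camera) and without it (adjusted p = 0.0211), by medians of -0.17 and -0.32 in the replicate 1 and replicate 2 pairs, with 6 of the 10 falling in both. As a set they showed no common direction between the replicates (adjusted p = 0.884 from limma's camera), and single genes differed between replicates by a median size 1.98 times that between Kap1 KD and control, which does not bear on a fall within each pair. Each replicate number has 1 control and 1 Kap1 KD sample, so a difference between replicates is removed by the block. GC content and length were not tested for this list. Only 10 genes of the list could be used, and the result is a hypothesis. Hnf4a fell by 0.41 with the block (adjusted p = 2.7e-07 in edgeR), in both pairs, which is below the 1.5-fold threshold. Without the block, edgeR gave it an adjusted p of 0.9999.

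Across the 254 small RNA sequences with at least 50 counts in each pair, the log2 ratios in Hepa 1-6 cells and in hepatocytes correlated with Spearman's rho = 0.40. Within the 92 snoRNA sequences rho was 0.63, and within the 162 tRNA sequences -0.12. These are correlations across sequences, which are not independent replicates. Snord88c and Snord88a had the largest increases in both pairs, with log2 ratios of 1.67 and 1.66 in Hepa 1-6 cells and 2.91 and 2.89 in hepatocytes; they are related sequences whose reads the counting could split. Snora28 in Hepa 1-6 cells and Snord12 in hepatocytes came next, at 1.63 and 2.89. These 6 values stay above 0 with total counts, at 0.82 or more. Snord12 held 39.0% of the listed counts in control and 44.2% in Kap1 KD Hepa 1-6 cells. The 10 sequences with the most counts held from 84.4% to 86.8% of all counts in Hepa 1-6 and from 85.0% to 86.7% in hepatocytes. The 3 largest decreases were all tRNA sequences in both pairs.

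The 3 snoRNAs that the paper used as references for RT-qPCR did not change alike in the small RNA libraries. Relative to the median snoRNA, Snord35a rose by 0.50 and Snord53 by 0.65 in Kap1 KD Hepa 1-6 cells, while Snord104 changed by -0.24. In hepatocytes the values were 1.45, 1.46 and -0.75. With 1 library per condition these differences have no replicate check, and no explanation was tested.

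Among early growth response and immediate early response genes that the paper does not name, Egr1 and Ier3 passed both thresholds with the replicate block, with log2 fold changes of 0.59 (adjusted p = 1.1e-12) and 0.61 (adjusted p = 5.5e-12) in edgeR and 0.60 (adjusted p = 2.5e-04) and 0.62 (adjusted p = 2.7e-05) in DESeq2. Without the block, edgeR gave both an adjusted p of 0.9999. Egr1 rose by 0.36 and 0.82 in the replicate 1 and replicate 2 pairs, and Ier3 by 0.52 and 0.69. These genes were chosen after their values were seen, and no explanation was tested.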
